# IL-6 prevents Th2 cell polarization by promoting SOCS3-dependent suppression of IL-2 signaling

**DOI:** 10.1038/s41423-023-01012-1

**Published:** 2023-04-12

**Authors:** Holly Bachus, Erin McLaughlin, Crystal Lewis, Amber M. Papillion, Etty N. Benveniste, Dave Durell Hill, Alexander F. Rosenberg, André Ballesteros-Tato, Beatriz León

**Keywords:** Th2 cell polarization, IL-6, IL-2, SOCS3, JAK1 inhibitor, Allergy, Lymphocyte differentiation

## Abstract

Defective interleukin-6 (IL-6) signaling has been associated with Th2 bias and elevated IgE levels. However, the underlying mechanism by which IL-6 prevents the development of Th2-driven diseases remains unknown. Using a model of house dust mite (HDM)-induced Th2 cell differentiation and allergic airway inflammation, we showed that IL-6 signaling in allergen-specific T cells was required to prevent Th2 cell differentiation and the subsequent IgE response and allergic inflammation. Th2 cell lineage commitment required strong sustained IL-2 signaling. We found that IL-6 turned off IL-2 signaling during early T-cell activation and thus inhibited Th2 priming. Mechanistically, IL-6-driven inhibition of IL-2 signaling in responding T cells was mediated by upregulation of Suppressor Of Cytokine Signaling 3 (SOCS3). This mechanism could be mimicked by pharmacological Janus Kinase-1 (JAK1) inhibition. Collectively, our results identify an unrecognized mechanism that prevents the development of unwanted Th2 cell responses and associated diseases and outline potential preventive interventions.

## Introduction

Interleukin-6 (IL-6) is a pleiotropic cytokine that plays critical roles in regulating inflammation, hematopoiesis, metabolism, and oncogenesis [1]. Classic IL-6 signaling is initiated by the binding of IL-6 to the membrane-bound IL-6-specific receptor α chain (IL-6R). The IL-6/IL-6R complex triggers its association with the signal-transducing subunit, glycoprotein 130 (GP130), leading to the phosphorylation of Janus Kinases (JAKs) and Signal Transducers and Activator of Transcription (STATs), which culminates in the nuclear import of phosphorylated STAT dimers, predominantly STAT3 dimers, that activate transcription [2]. IL-6 signaling is negatively regulated by Suppressors Of Cytokine Signaling (SOCS) proteins, which are generally negative-feedback inhibitors of signaling induced by cytokines that act via the JAK/STAT pathway [3].

Excess IL-6 is central to the pathogenesis of multiple inflammatory conditions, such as rheumatoid diseases, cytokine storm, and cytokine release syndrome, and targeting the IL-6 pathway has led to innovative therapeutic approaches for some of these inflammatory diseases [4]. On the other hand, loss-of-function mutations that affect IL-6 signaling, including mutations in IL6R [5], GP130 [6, 7], and STAT3 [8–11], lead to increased T helper 2 (Th2) bias and manifestation of hallmarks of Th2-mediated immune responses, such as high serum allergen-specific and total IgE concentrations and eosinophilia [12]. Consequently, patients with these mutations often present with atopy and cutaneous, airway, and systemic manifestations of allergy [13]. Although studies of patients have established a role for IL-6 in controlling Th2 bias, the specific contribution of IL-6 and the underlying mechanism remain undefined.

Using a house dust mite (HDM)-induced model of Th2-driven allergic airway inflammation, we show that IL-6 signaling in allergen-specific T cells is required to suppress Th2 cell lineage commitment. Although T-bet has been shown to suppress the Th2 cell-associated program [14, 15], we found that suppression of allergen-specific Th2 cell responses by IL-6 was independent of T-bet. Instead, we found that Th2 cell lineage commitment required strong and prolonged IL-2 signaling but that IL-6 shut down IL-2 signaling during early T-cell activation and thus inhibited Th2 cell priming. Mechanistically, IL-6 upregulated SOCS3, thus preventing prolonged IL-2 signaling through STAT5 and Th2 cell programming. Furthermore, we found that inhibition of JAK1 with a selective inhibitor could likewise prevent sustained IL-2 signaling and Th2 cell differentiation.

Collectively, our data describe an unrecognized mechanism that prevents the development of harmful Th2 cell responses and allergic disorders. In addition, our data define the specific role of IL-6 signaling in this process. Understanding how IL-6 contributes to allergic sensitization may offer new strategies to prevent atopic disease in patients with deficient IL-6 signaling.

## Results

### IL-6 is required to suppress allergen-specific Th2 cell responses

To test whether IL-6 influences the Th2 cell response to HDM, we intranasally (i.n.) sensitized and challenged WT and *Il6*^−/−^ mice with HDM (Fig. 1A) and quantified IL-13/IL-5^+^ Th2 cells in the lungs. We found robust lung accumulation of Th2 cells, but there were no differences between WT and *Il6*^*−/−*^ mice (Fig. 1B, D). In nature, dust allergens are often contaminated with lipopolysaccharide/endotoxin (LPS) at variable levels from ~10 to 1000 EU/mg [16, 17], with higher levels helping to prevent Th2 cell priming and the development of allergic inflammation [15, 18–21]. Our HDM extract contained low endotoxin levels (<30 endotoxin units (EU)/mg). By adding LPS (1 µg LPS per 1 mg HDM), we generated high-endotoxin HDM (HDM^LPS^; endotoxin content ~250 EU/mg) and used it to sensitize mice (Fig. 1A). HDM^LPS^ sensitization elevated the IL-6 levels in bronchoalveolar lavage fluid (BALF) compared with HDM sensitization (Fig. S1A). As expected, sensitization with HDM^LPS^ prevented the accumulation of Th2 cells in the lungs of challenged WT mice (Fig. 1B, D) [18]. Importantly, however, HDM^LPS^ exposure failed to prevent the increase in Th2 cells in *Il6*^*−/−*^ mice. As a result, Th2 cells largely accumulated in the lungs of HDM^LPS^-sensitized *Il6*^*−/−*^ compared to those of WT mice (Fig. 1B–D). These data show that IL-6 is required to prevent the accumulation of allergen-induced Th2 cells. In agreement, while sensitization with HDM^LPS^ prevented Th2-driven eosinophilic airway inflammation (Fig. 1E, F) and serum HDM-specific IgE increase (Fig. 1G) in challenged WT mice, it failed to do so in *Il6*^*−/−*^ mice. No differences were observed in lung monocytes or neutrophils (Fig. 1F and S1B), although *Il6*^*−/−*^ mice showed significantly less accumulation of Th17 cells in the lungs (Fig. S1C–E). Our analysis also found no differences in lung regulatory T cells (Tregs) (Fig. S1F-H). Similar results were obtained when IL-6 signaling was blocked using neutralizing antibodies against IL-6 and IL-6R during sensitization (Fig. 1H–L and S1I–L).

**Fig. 1:**
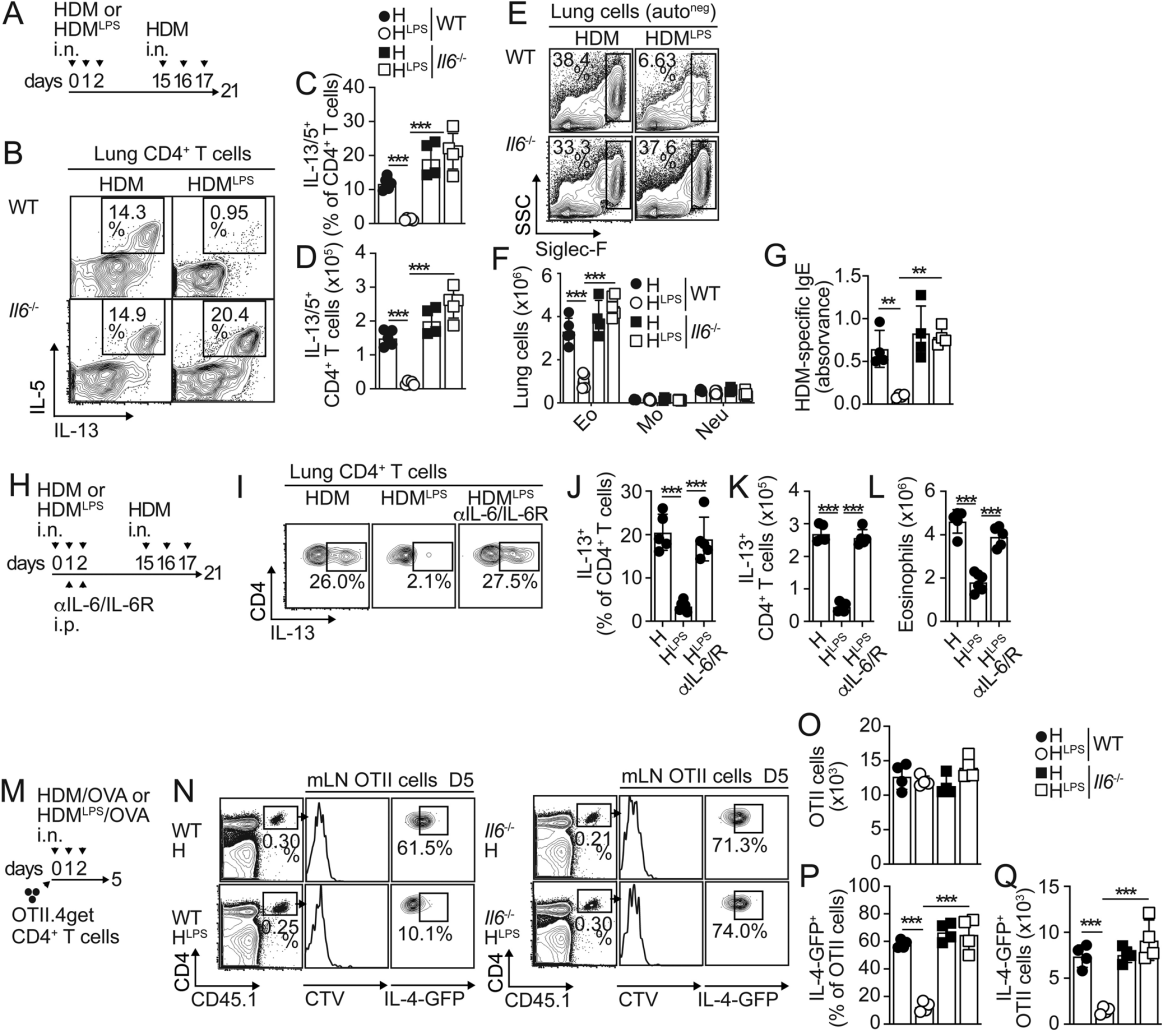
IL-6 signaling during allergen sensitization suppresses allergen-specific Th2 cell-mediated immunity. **A–G** B6 (WT) and *Il6*^*-/-*^ mice were i.n. treated with 100 µg low-endotoxin HDM (HDM; endotoxin content <30 EU/mg) or high-endotoxin HDM (HDM^LPS^; endotoxin content: 1 µg/mg, ~250 EU/mg) for 3 days. On Day 15, the mice were i.n. challenged with 100 µg HDM daily for 3 days and then analyzed on Day 21 (**A**). Frequencies (**B, C**) and numbers (**D**) of IL-13^+^IL-5^+^ CD4^+^ T cells in the lungs. Frequencies and numbers of eosinophils, neutrophils and monocytes in the lungs (**E, F**). HDM-specific IgE levels in the serum (**G**). **H–L** B6 mice were i.n. sensitized with HDM or HDM^LPS^. Some mice also received 250 µg anti-IL-6 and anti-IL-6R (i.p.). On Day 15, the mice were i.n. challenged with HDM and then analyzed on Day 21 (**H**). Frequencies (**I, J**) and numbers (**K**) of IL-13^+^ CD4^+^ T cells in the lungs. Numbers of lung eosinophils (**L**). **M–Q** Mice were transferred with OTII.4get cells, i.n. treated with HDM or HDM^LPS^ + 5 µg OVA for 3 days and analyzed on Day 5. Frequencies and numbers of total (**N–O**) and IL-4-GFP^+^ (**N, P, Q**) OTII cells in the mLN. Data are representative of at least three independent experiments (mean±S.D., *n* = 4-5, two-way and one-way ANOVA). See Fig. S1

The development of allergen-specific effector Th2 cells in the lungs requires initial priming of T cells in the lung-draining mediastinal LN (mLN) [22]. To analyze differences in T-cell priming between WT and *Il6*^*−/−*^ mice, we transferred IL-4-GFP reporter (4get) OTII TCR-transgenic CD4^+^ T cells, followed by sensitization with HDM or HDM^LPS^ in the presence of OVA (Fig. 1M). No differences in the expansion of donor OTII cells in the mLN (Fig. 1N–O) or in the accumulation of endogenous Tregs (Fig. S1M–O) were observed between the groups. As expected, HDM^LPS^ sensitization prevented the accumulation of IL-4-GFP^+^4get.OTII cells in WT recipients. In contrast, HDM^LPS^ did not prevent the increase in GFP^+^CD4^+^ T- cell accumulation in *Il6*^*−/−*^ mice **(**Figs. 1N and 1P, Q**)**. Consequently, GFP^+^4get.OTII cells failed to accumulate in the lungs of HDM^LPS^-sensitized WT mice after challenge but largely accumulated in the lungs of HDM^LPS^-sensitized *Il6*^*−/−*^ mice (Fig. S1Q–T**)**. Taken together, these data indicate that IL-6, which is produced in response to endotoxin-contaminated HDM, is required to prevent the development of specific Th2 cell responses and subsequent allergic inflammation. Notably, the B6 background was used in the present study, and mice on this background showed a greater response to LPS than BALB/c mice. BALB/c mice required higher doses of LPS to prevent allergen-induced Th2 cell accumulation (Fig. S1U**)**, but blockade of IL-6 signaling counteracted this effect as in B6 mice (Fig. S1V**)**.

### IL-6 signaling in allergen-specific T cells is required to suppress Th2 lineage commitment

We next determined whether IL-6 signaling in T cells is required for the suppression of Th2 cell responses. Thus, we sensitized and challenged *Lck*^*cre*^*-Il6r*^*fl/fl*^ and control mice and analyzed cytokine production by T cells in the lungs. Th2 cells failed to accumulate in the lungs of control mice that were sensitized with HDM^LPS^. Importantly, however, HDM^LPS^ exposure was unable to prevent the expansion of Th2 cells in *Lck*^*cre*^*-Il6r*^*fl/fl*^ mice (Fig. 2A–C). Consequently, eosinophilia (Fig. 2D–F) and serum HDM-specific IgE levels (Fig. 2G) were suppressed in HDM^LPS^-treated control mice but not in *Lck*^*cre*^*-Il6r*^*fl/fl*^ mice. Our model of sensitization and challenge did not induce significant numbers of IFNγ^+^CD4^+^ T cells in the lungs, although it induced IL-17 production by T cells (Fig. 2SA–E). We found that CD4^+^, T cells from *Lck*^*cre*^*-Il6r*^*fl/fl*^ mice produced significantly less IL-17 (Fig. S2A–C), but no differences in lung neutrophilic or monocytic inflammation were observed between *Lck*^*cre*^*-Il6r*^*fl/fl*^ and control mice (Fig. 2E, F and S2F). IL-6 has been identified as a master regulator of IL-21 in T cells [23, 24]. Thus, we studied whether IL-6-driven inhibition of Th2 cell responses was mediated by secondary IL-21 production and signaling. WT and *Il21r*^*−/−*^ mice were sensitized and challenged, and the T-cell and inflammatory responses in the lungs were analyzed. HDM^LPS^ sensitization similarly prevented the accumulation of IL-13/IL-5^+^, Th2 cells (Fig. S2G–I) and eosinophils (Fig. S2J–L) in WT and *Il21r*^*−/−*^ mice. Furthermore, no differences in IL-17 production by T cells were found (Fig. S2M–O). Thus, IL-21 signaling is not required to prevent the development of Th2 cell responses to HDM, while IL-6 signaling is.

**Fig. 2:**
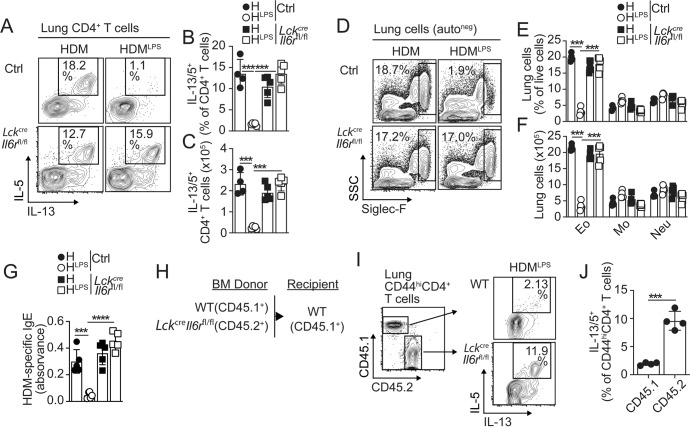
IL-6 signaling in allergen-specific T cells suppresses Th2 cell polarization. (**A-G**) *Lck*^*cre*^*-Il6r*^*fl/fl*^ and control mice were i.n. sensitized with HDM or HDM^LPS^ and challenged with HDM. Frequencies (**A, B**) and numbers (**C**) of IL-13^+^IL-5^+^ CD4^+^ T cells in the lungs. Frequencies and numbers of eosinophils, neutrophils and monocytes in the lungs (**D–F**). HDM-specific IgE levels in the serum (**G**). **H–J** Irradiated B6 (CD45.1^+^) mice were reconstituted with a 1:1 BM mix from B6 (CD45.1^+^) and *Lck*^*cre*^*-Il6r*^*fl/fl*^ (CD45.2^+^) donors (**G**). Chimeras were i.n. sensitized with HDM^LPS^ and challenged with HDM. Frequencies of IL-13^+^IL-5^+^ WT and *Il6r*^−/−^ CD44^hi^CD4^+^ T cells in the lungs (**I, J**). Data are representative of at least three independent experiments (mean±S.D., *n* = 4-5, two-way ANOVA and unpaired Student’s *t* test). See Fig. S2

We finally assessed whether the requirement for IL-6 signaling is intrinsically necessary in HDM-responsive CD4^+^ T cells. To do this, we sensitized WT:*Lck*^*cre*^*-Il6r*^*fl/fl*^ mixed bone marrow (BM) chimeras (Fig. 2H) with HDM^LPS^ and challenged them with HDM. We determined the frequency of Th2 cells within the WT and *Il6r*^−/−^ CD44^hi^CD4^+^ T-cell compartments (Fig. 2I) and found that Th2 cells largely accumulated in the *Il6r*^*−/−*^ compartment compared to the WT compartment (Fig. 2J). These results indicated that IL-6 signaling in responding T cells was intrinsically required to suppress the Th2 cell differentiation program.

### Suppression of allergen-specific Th2 cell responses by IL-6 is T-bet independent

T-bet suppresses the Th2 cell differentiation program to HDM [15]. Thus, we tested whether IL-6 signaling suppresses Th2 cell differentiation via T-bet. We transferred WT (CD45.1^+^) or Tbx21^−/−^ (CD45.1^+^) 4get.OT-II cells into CD45.2^+^ WT and *Il6*^*−/−*^ recipients, sensitized the recipient mice and analyzed the expanded WT and *Tbx21*^*−/−*^ donor cells (Fig. 3A). OT-II cells accumulated similarly in all the groups (Fig. 3B, C). A deficiency in T-bet or IL-6 signaling counteracted the effect of HDM^LPS^ in preventing IL-4-GFP expression in OTII cells (Figs. 3B, D) and the consequent accumulation of GFP^+^4get.OTII cells (Fig. 3E). We found, however, that combining both deficiencies had an additive effect and promoted a greater accumulation of GFP^+^4get.OTII cells than when these deficiencies occurred separately (Fig. 3E). These data suggest that T-bet expression and IL-6 signaling play independent roles in suppressing the Th2 cell differentiation program in response to HDM.

**Fig. 3:**
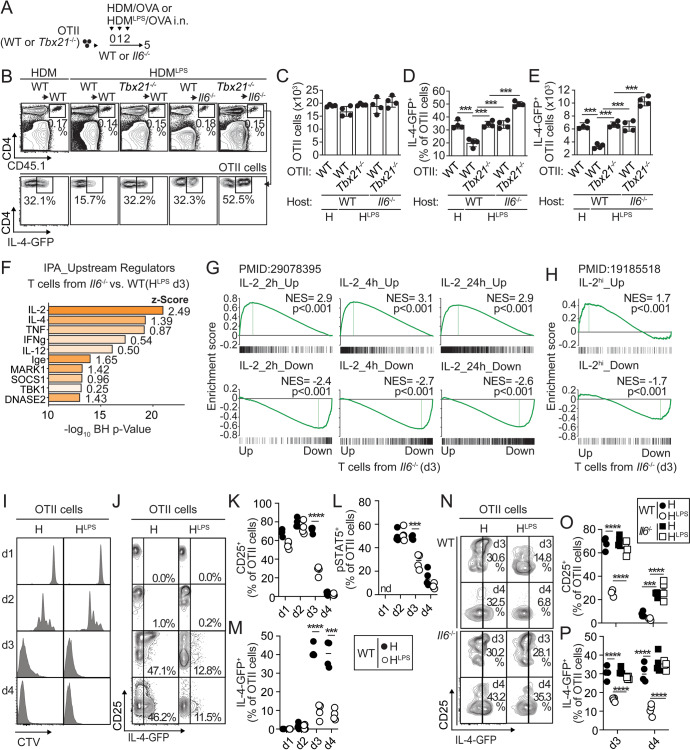
IL-6 signaling in responder T cells prevents prolonged IL-2 responsiveness. **A–E** WT and *Il6*^*-/-*^ mice were transferred with WT or *Tbx21*^−/−^ OTII.4get cells, i.n. treated with HDM or HDM^LPS^ + OVA for 3 days and analyzed on Day 5 (**A**). Frequencies and numbers of total (**B, C**) and IL-4-GFP^+^ (**B, D, E**) OTII cells in the mLN. (**F–H**) WT and *Il6*^*-/-*^ mice were transferred with OTII cells and i.n. sensitized with HDM^LPS^ + OVA. On Day 3, OTII cells were sorted from the mLN, and RNA-seq was performed (three replicates). A total of 317 differentially expressed genes, with 103 up- and 214 downregulated genes in OTII cells harvested from *Il6*^*-/-*^ mice, were identified (FDR < 0.05, ≥2 FC. See Table S1). Activated upstream regulators (positive Z score) in OTII cells from *Il6*^*-/-*^ versus WT mice based on IPA (**F**). GSEA plots showing the enrichment of genes regulated by IL-2 (**G**) or by strong IL-2 signaling (**H**) in OTII cells from *Il6*^*-/-*^ versus WT mice. (**I–P**) WT (**I–P**) and *Il6*^*-/-*^ (**N–P**) mice were transferred with CTV-labeled OTII.4get cells and i.n. sensitized with HDM or HDM^LPS^ + OVA. CTV profiles (**I**) and frequencies of CD25^+^ (**K, O**) and IL-4-GFP^+^ cells (**J, M, N, P**) in donor OTII cells from the mLNs on different days. Cells from the mLNs were stimulated with 1 µg/ml rIL-2 for 15 min, and STAT5 phosphorylation in OTII cells was determined (**L**). Data are representative of two independent experiments (mean±S.D., *n* = 3-4, one-way and two-way ANOVA and unpaired Student’s *t* test). See Fig. S3 and S4

We found, however, that IL-6 (Fig. S3A–G) and IL-6 signaling (Fig. S3H–M) were dispensable for inhibiting lung Th2 cell accumulation and allergic eosinophilic inflammation in response to HDM contaminated with 400-fold higher levels of LPS (i.e., 0.4 mg LPS per 1 mg HDM; HDM^LPS400^). Additionally, IL-6 was not required to inhibit the lung accumulation of HDM-induced endogenous (Fig. S3O–Q) or OTII donor (Fig. S3R–V) Th2 cells when T cells were primed in an IL-12-rich environment. Both HDM^LPS400^ and exogenous IL-12 induced high levels of T-bet expression in responding T cells (not shown). Thus, IL-6 signaling is particularly necessary to suppress the Th2 cell differentiation program under reduced T-bet/Th1-polarizing conditions.

### IL-6 suppresses IL-2 signaling early after T-cell activation

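For RNA-seq, donor OTII cells, CD4+ T cells with a transgenic T-cell receptor specific for an OVA peptide, were primed in WT or *Il6*-/- recipients sensitized i.n. with HDM LPS + OVA and sorted from the mLNs on Day 3 or Day 5. There were 3 replicates per recipient genotype and day, and 12 libraries in all. The recipients differed in *Il6*, whereas the donor cells were OTII cells in all 4 groups, so *Il6* reads in the sorted cells do not check the labels. Each library had 0 to 5 reads on *Il6*. The sample labels give blood as the tissue and do not mention LPS, and the description of the series differs from the paper in the day on which it starts to count. The paper's own account of the tissue, treatment and days was followed here. The authors sequenced single-end reads of 50 bp, trimmed them with Trim Galore, aligned them to GRCm39 with STAR and counted them on genes with HTSeq-count without regard to strand. The trimming options they list belong to paired-end reads and Nextera adapters. The deposited values are raw counts per gene symbol for each library, along with a table of log2 CPM, counts scaled to the size of each library, for 11258 genes. Here, the raw counts were analyzed. Between 16125947 and 26111657 reads per library were counted on genes. The median was 20397361 in WT and 19974688 in *Il6*-/- recipients on Day 3, and 19513815 and 18122180 on Day 5. Counts were scaled by TMM, and CPM are given as the mean ± SD of 3 replicates. Recipients were compared within each day with edgeR's quasi-likelihood F test, in a single model of the 12 libraries with 1 coefficient per group. The test covered the 13570 genes that passed edgeR's filter on low counts (filterByExpr) out of 40840 listed genes. The FDR is the Benjamini-Hochberg adjusted p over these genes, and log2 fold changes (log2FC) are those of *Il6*-/- relative to WT recipients. With 3 replicates per group, an exact two-sided permutation test of a single gene cannot give a p below 0.1. A count of 0 allows up to 3 counts, or 1.15e-05% to 1.86e-05% of a library, and this limit covers counting error only. Because strands were not told apart, reads where exons of different genes overlap cannot be assigned with certainty. Gene positions are those of the GENCODE vM39 annotation on GRCm39, matched by symbol.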

To understand the role of IL-6 in suppressing Th2 cell commitment, we performed RNA-seq to compare the transcriptomes of donor OT-II cells primed in WT and *Il6*^*−/−*^ recipients after sensitization with HDM^LPS^ + OVA. 

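On Day 3, 372 genes passed an FDR of 0.05 with at least a 2-fold change between OTII cells primed in *Il6*-/- and WT recipients, 127 higher and 245 lower in *Il6*-/- (edgeR). The 3 libraries of one genotype lay entirely above those of the other for 367 of the 372 genes. Among all genes tested, this was so for 36.2%, and chance gives 10%. The paper's Table S1 lists 317 genes for Day 3, and 298 of them were among the 372. The count depended most on how the 2-fold limit was applied: when the change itself was tested against 2-fold (edgeR's glmTreat), 35 genes passed. Of the genes higher in *Il6*-/-, the 5 with the smallest p were *Cd86*, *Klrb1c*, *Wnt10a*, *Chchd10* and *Rxra*. *Cd86* rose from 3.74 ± 0.764 CPM in WT to 24.4 ± 2.74 CPM in *Il6*-/- recipients (log2FC 2.69, standard error (SE) 0.22, FDR = 7.7e-06). The log2FC of the other genes was 2.11 for *Klrb1c*, 3.99 for *Wnt10a*, 1.33 for *Chchd10* and 1.62 for *Rxra*, with an FDR of at most 8.3e-06. Of the genes lower in *Il6*-/-, the 5 with the smallest p were *Syt11*, *Irf7*, *Susd3*, *Slfn5* and *Tox2*. *Syt11* fell from 94.6 ± 9.07 to 42.2 ± 1.54 CPM (log2FC −1.17, SE 0.08, FDR = 4.2e-06). The log2FC was −1.53 for *Irf7*, −1.29 for *Susd3*, −1.66 for *Slfn5* and −2.20 for *Tox2*, each with an FDR of at most 7.7e-06. Exons of *Syt11* overlap those of *Rit1* and exons of *Irf7* overlap those of *Phrf1*, so these values are uncertain. The largest fold change upward was that of *Sftpc*, a surfactant gene of the lung epithelium, with a log2FC of 5.59 (FDR = 0.041). It rested on replicate 2 of the *Il6*-/- group, at 9.33 CPM, and without that library the log2FC was 1.91 (FDR = 0.57). The largest fold change downward was that of *Il22*, which had 1.96 ± 0.365 CPM in WT recipients and no count in any *Il6*-/- library, so it was at least 12.8-fold lower (FDR = 0.0017).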

A total of 317 genes, defined by an FDR < 0.05 and at least a 2-fold change, were differentially expressed between OTII cells primed in *Il6*^*−/−*^ and WT recipients on Day 3 (Table S1). Ingenuity Pathway Analysis (IPA) predicted that IL-2 was the regulator with the highest significant enrichment and the largest activation z score (-log (*p-value*)=22, Z Score=2.5) (Fig. 3F and Table S2). Furthermore, a previously identified kinetic cluster of genes regulated by IL-2 [25] as well as highly inducible IL-2 genes [26] in CD4^+^ T cells were highly enriched in OTII cells primed in *Il6*^*−/−*^ mice (Fig. 3G, H). These data suggest dominant regulation by IL-2 in the absence of IL-6 signaling. 

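The fold changes behind such a prediction were examined on Day 3 with a list of 36 IL-2-induced genes, written from general knowledge of the pathway after Table S1 had been read. IPA itself was not run here. In the paper's Table S2, IL2 has a -log (p-value) of 20.96 and a z score of 2.488, and the entry Immunoglobulin has 21.99 and −0.154. Some entries with a smaller -log (p-value) have a larger z score than IL2. Among them are RNASEH2B (8.31 and 3.219) and DUSP11 (10.07 and 2.975). All 36 genes were tested, of which 30 were higher and 6 lower in OTII cells primed in *Il6*-/- recipients. Over all genes tested, 17 passed an FDR of 0.05, each of them higher in *Il6*-/- (edgeR), and adjusted over the list alone, 20 did. Fold changes of at least 2 were reached by 7 of the 17: *Cish*, *Il2ra*, *Fasl*, *Bhlhe40*, *Ahr*, *Lta* and *Tnfrsf8*. All 7 are listed in Table S1, which was drawn from these libraries, so they are not independent evidence for it. *Lta*, which encodes lymphotoxin α, had 42.7 ± 1.17 CPM in WT and 89.3 ± 10.7 CPM in *Il6*-/- recipients (log2FC 1.06, SE 0.10, FDR = 1.3e-05). *Ahr*, the aryl hydrocarbon receptor, had 43.3 ± 15.2 and 92.0 ± 3.27 CPM (log2FC 1.08, SE 0.19, FDR = 0.0016). *Tnfrsf8* had a log2FC of 1.03 (FDR = 0.043), and its FDR was under 0.05 in 4 of the 12 fits that each left out 1 library (0.16 without replicate 2 of the WT group). For *Fasl* and *Bhlhe40*, it was so in 8 of the 12, with 0.087 and 0.14 without replicate 1 of the *Il6*-/- group. The transcript of IL-2 itself was low: *Il2* had 0.878 ± 0.235 CPM in WT and 1.15 ± 0.547 CPM in *Il6*-/- recipients (log2FC 0.41, SE 0.40, FDR = 0.57). No difference in *Il2* was detected, and without replicate 3 of the *Il6*-/- group its log2FC was −0.04.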

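As lists, the genes were compared with all other genes tested by camera with a preset inter-gene correlation of 0.01, and p was adjusted over the 34 tests of 17 lists on both days. On Day 3, the IL-2-induced list had a median log2FC of 0.46 (adjusted p = 1.6e-07). The median stayed positive under each scaling of the libraries and under each other setting tried. It was 0.38 without the genes in Table S1 (adjusted p = 5.4e-04). The list of 13 IL-2-repressed genes, which includes *Bcl6* and *Il7r*, moved the other way, with a median of −0.49 (adjusted p = 5.6e-07). Of these, 11 were lower in *Il6*-/- recipients, and 10 passed an FDR of 0.05, both over all genes and adjusted over the list alone. *Bcl6* had a log2FC of −1.15. The exception past this FDR was *Il7r*, which was higher (log2FC 0.62, FDR = 0.017, or 0.073 and 0.060 without replicates 1 and 2 of the WT group and 0.085 without replicate 2 of the *Il6*-/- group on Day 3). With the inter-gene correlation estimated from the data, the adjusted p was 0.0064 for the IL-2-induced and 0.049 for the IL-2-repressed list. With fry, a rotation test that keeps the correlation between genes, it was 2.1e-06 and 6.5e-05. From the regulator predicted by IPA and the enrichment of IL-2-regulated gene sets (Fig. 3F-H), the paper proposes that IL-2 was the dominant regulator of OTII cells when IL-6 was absent.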

The highest normalized enrichment scores (NES) were found for T cells from Day 3 compared with those from Day 5 (Fig. 3G, H and S4A, B), suggesting the most prominent IL-2-dependent regulation occurred early after T-cell activation. 

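The same lists were compared between the days. On Day 5, the IL-2-induced list had a median log2FC of 0.17, with 24 genes higher and 12 lower in *Il6*-/- recipients (camera adjusted p = 0.14), and the median was 0.09 without replicate 1 of the *Il6*-/- group. The list passed the threshold under fry (adjusted p = 0.0068). Of its genes, 5 were higher and 2 lower at an FDR of 0.05, and adjusted over the list alone 7 were higher and 5 lower. *Il2* had 4.69 ± 1.11 CPM in WT and 3.35 ± 0.760 CPM in *Il6*-/- recipients on that day (log2FC −0.49, FDR = 0.47). The difference between the days was tested as an interaction, Day 3 minus Day 5, and p was adjusted over 17 lists. Its median over the IL-2-induced genes was 0.29 (adjusted p = 2.6e-04). It was 2.8e-04 under fry and 0.025 with an estimated correlation. When the libraries were regrouped within each day, 12 of 100 splits, the real one included, gave as small a p for this list, and the other 11 kept the genotypes of Day 3 apart. The IL-2-repressed genes had a median of −0.16 on Day 5 (adjusted p = 0.019), which was past the threshold under fry (0.021) but not with an estimated correlation (0.25) or without replicate 3 of the *Il6*-/- group (median −0.11, 0.10). Their difference between the days had a median of −0.20 (adjusted p = 0.0054, or 0.20 with an estimated correlation). It was −0.35 without replicate 2 of the *Il6*-/- group and −0.10 without replicate 3 of the WT group on Day 5. Of the 372 genes past the threshold on Day 3, 290 changed in the same direction on Day 5 (78.0%, exact 95% confidence interval 73.4 to 82.1). The change differed between the days at an FDR of 0.05 for 91 of the 372. Across all genes tested, Spearman's rho between the log2FC of both days was 0.20, although genes are not independent replicates.

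**Figure D1:**
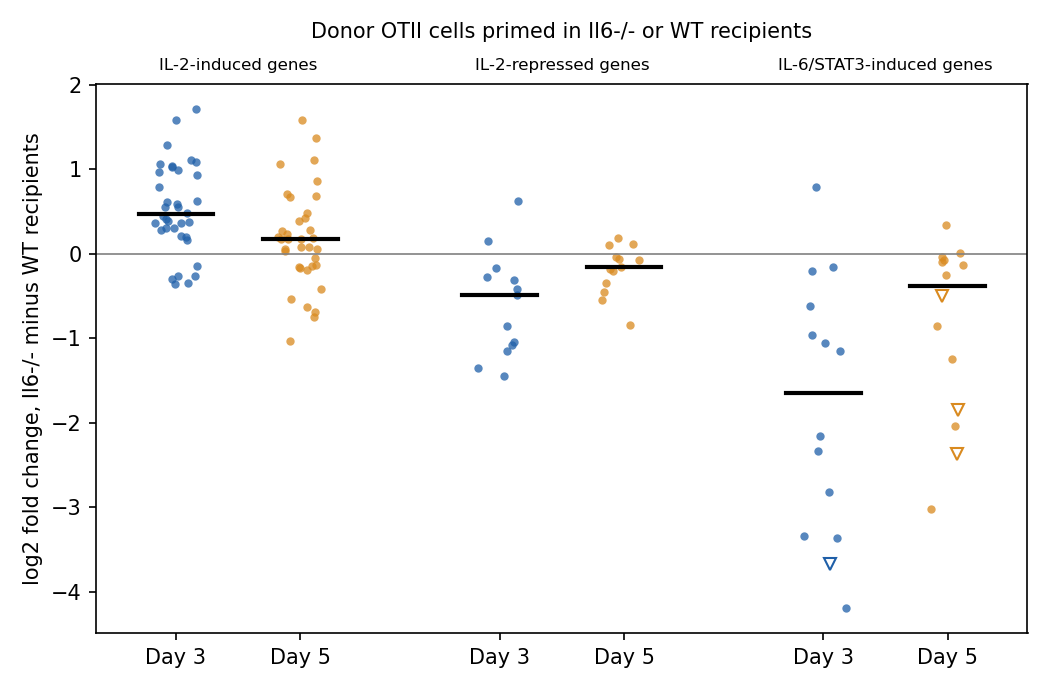
Log2 fold change (*Il6*-/- over WT recipients) of each gene of the IL-2-induced, IL-2-repressed and IL-6/STAT3-induced lists on Day 3 and Day 5. Each point is a gene, a bar is the median of a list, and a downward triangle is a gene without counts in *Il6*-/- libraries drawn at its bound. The median of the IL-2-induced list lies at 0.46 on Day 3 and 0.17 on Day 5.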

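*Il2ra* lies on the forward strand of chromosome 2 of GRCm39, from 11647618 to 11698004, and no exon of another counted gene overlaps it. On Day 3, OTII cells had 26.8 ± 9.35 CPM of *Il2ra* in WT recipients and 80.2 ± 17.1 CPM in *Il6*-/- recipients (log2FC 1.59, SE 0.26, edgeR FDR = 9.7e-04). All 3 *Il6*-/- libraries lay above all 3 WT libraries. With each library left out in turn, the log2FC lay between 1.39 and 1.90. On Day 5, *Il2ra* was lower in both groups, at 3.00 ± 0.588 CPM in WT and 6.28 ± 2.51 CPM in *Il6*-/- recipients (log2FC 1.06, SE 0.33, FDR = 0.084). The Day 5 libraries overlapped, with 54 to 72 counts in WT and 65 to 145 counts in *Il6*-/- libraries. The FDR on Day 5 ranged from 3.6e-08 to 0.33 over the other settings. It was under 0.05 with DESeq2 (0.045), without a filter on low counts (3.6e-08), and with replicate number as a block (0.0089). The value without a filter is doubtful, as the heat shock gene *Hspa1b* had an FDR of 1.7e-154 on Day 5 in that fit. Its replicates spread from 18.6 to 94.0 CPM in WT and from 98.7 to 649 CPM in *Il6*-/- recipients. The FDR of *Il2ra* was also 0.028 without replicate 3 of the *Il6*-/- group on Day 5, where the log2FC was 1.37. Tested as an interaction, the log2FC on Day 3 exceeded that on Day 5 by 0.53 (SE 0.42, FDR = 0.53). From Day 3 to Day 5, the log2FC was −3.15 in WT (FDR = 6.8e-07) and −3.68 in *Il6*-/- recipients.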

In agreement, we found that the gene encoding the IL-2 receptor α chain (*Il2ra*), which is the top-ranked gene regulated by IL-2 [25], was highly expressed in OTII cells from HDM^LPS^-sensitized *Il6*^*−/−*^ recipients, particularly at Day 3 but not Day 5 (Fig. S4C). 

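*Il2rb* lies on the reverse strand of chromosome 15, from 78363456 to 78395566, without exon overlap with another counted gene. It was expressed at 557 ± 11.4 CPM in WT and 604 ± 11.0 CPM in *Il6*-/- recipients on Day 3 (log2FC 0.12, SE 0.07, edgeR FDR = 0.33). On Day 5, it had 593 ± 48.5 and 720 ± 43.2 CPM, a log2FC of 0.28 (SE 0.07, FDR = 0.037). On that day, the FDR was 0.18 when the 6 Day 5 libraries were fitted alone, and it was 0.05 or more in 9 of the 12 fits that each left out 1 library, where the log2FC lay between 0.25 and 0.35. The difference between the days was −0.16 (SE 0.10, FDR = 0.40). The other parts of the receptor complex were examined as well. *Il2rg*, the common γ chain, had a log2FC of −0.02 on Day 3 (FDR = 0.89) and −0.08 on Day 5 (FDR = 0.53). *Jak3* fell from 288 ± 6.49 to 214 ± 15.1 CPM on Day 3 (log2FC −0.43, FDR = 0.0021). On the same day, *Jak1* had a log2FC of −0.26 (FDR = 0.068) and *Stat5b* one of −0.23 (FDR = 0.051), and over the other settings the FDR ranged from 0.0023 to 0.061 and from 0.011 to 0.11. Both fell below 0.05 with replicate number as a block (0.0047 and 0.023). *Stat5a* had a log2FC of −0.02 (FDR = 0.90), but its exons overlap those of *Stat3*.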

No differences were found in the expression of the IL-2 receptor β chain (*Il2rb*) (Fig. S4D). These data suggested that IL-6 inhibited IL-2 signaling early after T-cell activation and thus prevented IL-2-dependent gene regulation.

To test the prediction that IL-6-dependent inhibition of IL-2 signaling in T cells is required to suppress the Th2 cell differentiation program in response to HDM, we first analyzed the kinetics of OTII cell activation in WT recipients following sensitization with HDM or HDM^LPS^ in the presence of OVA. On Day 1 after treatment, OTII cells had not yet proliferated (Fig. 3I) but exhibited strong upregulation of IL-2Rα/CD25 expression (Fig. 3J, K), suggesting robust IL-2 signaling. However, no differences were found between sensitization with HDM and HDM^LPS^. On Day 2, OTII cells from HDM- and HDM^LPS^-sensitized mice began proliferating, as shown by CellTrace Violet (CTV) dilution (Fig. 3I), and still maintained strong responsiveness to IL-2, as indicated by elevated expression of IL-2-driven pSTAT5 (Fig. 3L) and CD25 (Fig. 3J-K). On Day 3, OTII cells from HDM-sensitized mice began to increase IL-4 expression (Figs. 3J–M). OTII cells still retained strong responsiveness to IL-2 (Fig. 3J–L), and indeed, OTII cells expressing the highest levels of CD25 upregulated IL-4 expression (Fig. 3J). In contrast, OTII cells sensitized in the presence of HDM^LPS^ did not prominently upregulate IL-4 (Figs. 3J–M), coinciding with the early downregulation of CD25 expression beginning on Day 3 (Fig. 3J, K) and poor responsiveness to IL-2 (Fig. 3L). These results showed that HDM^LPS^ sensitization limited IL-2/STAT5 responsiveness shortly after T-cell activation and before Th2 cell commitment. To test whether limited IL-2/STAT5 responsiveness in T cells after HDM^LPS^ sensitization is dependent on the presence of IL-6, we performed similar experiments with *Il6*^*−/−*^ recipients. OTII cells proliferated similarly in WT and *Il6*^*−/−*^ recipients (Fig. S4E). However, we found that the early downregulation of CD25 expression (Fig. 3N, O) and premature attenuation of IL-2-driven pSTAT5 expression (Fig. S4F) observed in OTII cells from WT mice on Day 3 post-HDM^LPS^ sensitization did not occur in *Il6*^*−/−*^ recipients. Consistent with these results, OTII cells in HDM^LPS^-sensitized *Il6*^*−/−*^ mice did not suppress IL-4 expression (Fig. 3P). Our analyses did not find differences in the IL-2-driven pSTAT5 response in endogenous Tregs (Fig. S4G). Collectively, these results show that IL-6 limits IL-2 signaling in antigen-specific T cells and suggest that restricting IL-2 signaling is a mechanism to suppress the Th2 cell differentiation program in response to HDM.

### IL-6 prevents IL-2 responsiveness required for the polarization of naïve T cells to the Th2 cell phenotype

IL-2 plays a critical role in the polarization of Th2 cells [27–29]. Consequently, we found that in vitro neutralization of IL-2 reduced the frequency of IL-4-producing cells in CD3/CD28-stimulated 4get.CD4^+^ T cells without altering cell division (Fig. 4A). In control conditions, IL-4-GFP was produced by CD25^hi^ CD4^+^ T cells, but anti-IL-2 reduced the expression of pSTAT5 and CD25 concurrently with the reduction in IL-4-GFP production (Fig. 4A, B). IL-2 neutralization similarly inhibited IL-4-GFP expression by WT (Fig. 4A, B) and *Tbx21*^*−/−*^ (Figs. 4A and 4C) CD4^+^ T cells. Comparable results were observed when the strength of IL-2 signaling in T cells was inhibited by blocking CD25 (Fig. 4D–F). Thus, strong IL-2 signaling in activated CD4^+^ T cells is required to generate IL-4 producers.

**Fig. 4:**
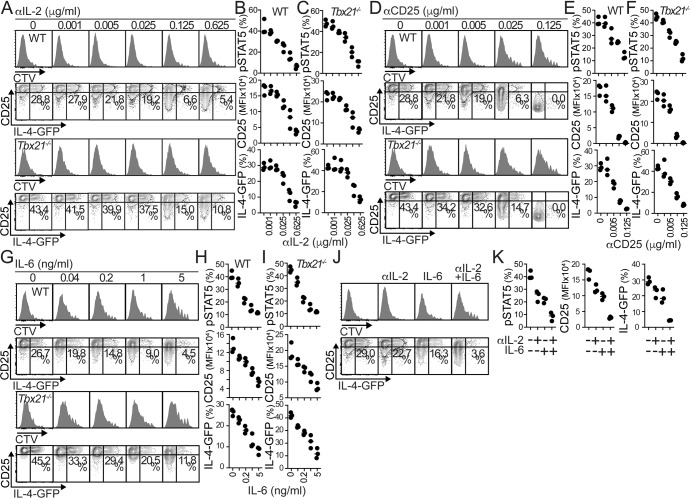
Th2 cell polarization requires strong IL-2 signaling, which is prevented by IL-6. **A–I** CTV-labeled WT.4get (CD45.1^+^) and *Tbx21*^−/−^.4get (CD45.2^+^) CD4^+^ T cells from naïve mice were mixed 1:1 and stimulated in vitro with plate-bound anti-CD3 and soluble anti-CD28 for 48 hours. Anti-IL-2 Abs (JES6-1A12 and S4B6), anti-CD25 (PC-61.5.3), or rIL-6 was added at the indicated concentrations for an additional 72 hours. CTV profiles and frequencies of pSTAT5^+^, CD25^+^, and IL-4-GFP^+^ cells in WT (**A, B, D–E, G, H**) and *Tbx21*^−/−^ (**A, C, D, F, G, I**) CD4^+^ T cells. **J, K** CTV-labeled WT.4get CD4^+^ T cells from naïve mice were activated in vitro with plate-bound anti-CD3 and soluble anti-CD28 for 48 hours. Anti-IL-2 Abs (0.025 □g/ml), rIL-6 (0.2 ng/ml), or both were added for an additional 72 hours. CTV profiles (**J**) and frequencies of pSTAT5^+^, CD25^+^, and IL-4-GFP^+^ cells **J, K**. Data are representative of four independent experiments. All values were obtained in triplicate, and the data are shown as the mean±S.D

To test whether the presence of IL-6 affects IL-2 responsiveness and IL-4 expression, CD3/CD28-stimulated 4.get.CD4^+^ T cells were cultured in the presence of increasing concentrations of rIL-6. CD4^+^ T lymphocytes proliferated at a similar rate except at high concentrations of IL-6, which partially suppressed proliferation. Furthermore, we found that the addition of IL-6 reduced the expression of pSTAT5, CD25, and IL-4-GFP in WT (Fig. 4G, H) and *Tbx21*^*−/−*^ (Figs. 4G, I) CD4^+^ T cells. These results indicated that IL-6 signaling prevented IL-2 responsiveness and thus early IL-4 production by activated and proliferating CD4^+^ T cells. These findings also indicated that these IL-6-dependent functions were independent of T-bet expression. To confirm these conclusions, we tested whether the presence of IL-6 affects the threshold of anti-IL-2 required to prevent IL-4 production. The addition of low concentrations of anti-IL-2 or rIL-6 to stimulate 4.get.CD4^+^ T cells moderately decreased the expression of pSTAT5, CD25, and IL-4-GFP (Fig. 4J, K). However, combining the treatments greatly reduced IL-2 responsiveness in T cells and largely suppressed IL-4-GFP expression (Fig. 4J, K). Thus, in the presence of IL-6, low concentrations of anti-IL-2 can successfully block the response to IL-2 and Th2 cell priming, reinforcing the conclusion that IL-6 controls IL-2 signaling in T cells and, as such, suppresses the priming needed for Th2 cell differentiation.

### In vivo blockade of IL-2 signaling suppresses allergen-specific Th2 cell responses occurring in the absence of IL-6 signaling

We next studied whether in vivo inhibition of IL-2 signaling can suppress Th2 cell responses to HDM in low-IL-6 environments. Thus, we blocked the binding of IL-2 to its receptor by administering an anti-CD25 mAb to WT:*Lck*^*cre*^*-Il6r*^*fl/fl*^ (*Il6r*^*-/-*^) mixed BM chimeras following initial sensitization (Fig. 5A). We found similar frequencies and numbers of WT and *Il6r*^*-/-*^ CD44^hi^CD4^+^ T cells in the lungs under all the treatments (Fig. S5A, B). As expected, HDM sensitization and challenge induced robust lung accumulation of Th2 cells from both WT and *Il6r*^*-/-*^ donors. However, anti-CD25 treatment prevented this Th2 cell accumulation (Fig. 5B), indicating that effector Th2 cell responses to HDM depended on strong IL-2 signaling. Furthermore, anti-CD25 treatment effectively prevented Th2 cell development in *Il6r*^*-/-*^ T cells from HDM^LPS^-sensitized mice (Fig. 5B). Treatment with anti-CD25 did not affect Tregs numbers (Fig. S5C). It also did not affect IL-17 production by activated CD4^+^ T cells, although, as expected, *Il6r*^*-/-*^ T cells produced less IL-17 (Fig. 5C). These data show that blocking IL-2 signaling can prevent Th2 cell development in settings with low IL-6 stimulation.

**Fig. 5:**
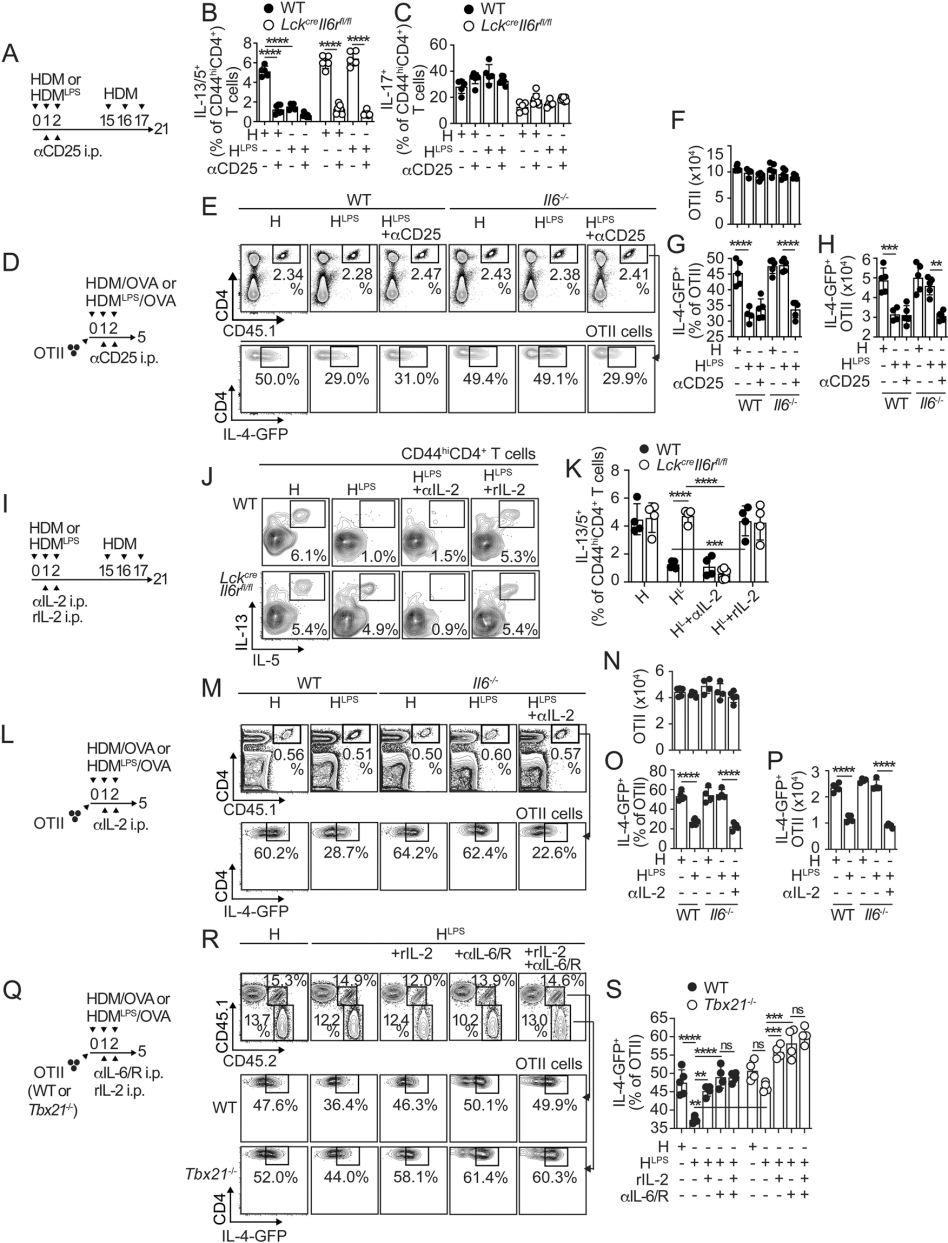
IL-6 and IL-2 signaling in allergen-specific T cells oppositely regulate polarization toward a Th2 profile. **A–C** WT:*Lck*^*cre*^*-Il6r*^*fl/fl*^ chimeras were i.n. sensitized with HDM or HDM^LPS^, i.p. treated with anti-CD25 or PBS, and i.n. challenged with HDM (**A**). Frequencies of IL-13^+^IL-5^+^ (**B**) and IL-17^+^ (**C**) cells in the WT and *Lck*^*cre*^*-Il6r*^*fl/fl*^ CD44^hi^CD4^+^ T-cell compartments in the lungs. **D–H** WT and *Il6*^*-/-*^ mice were transferred with OTII.4get cells, i.n. treated with HDM or HDM^LPS^ + OVA, and i.p. treated with anti-CD25 or PBS (**D**). Frequencies and numbers of total (**E, F**) and IL-4-GFP^+^ (**E, G, H**) OTII cells in the mLN. (**I–K**) WT:*Lck*^*cre*^*-Il6r*^*fl/fl*^ chimeras were i.n. sensitized with HDM or HDM^LPS^; i.p. treated with anti-IL-2 Abs (JES6-1A12 and S4B6; 250 µg each), rIL-2 (60,000 U) or PBS; and i.n. challenged with HDM (**I**). Frequencies of IL-13^+^IL-5^+^ cells in the WT and *Lck*^*cre*^*-Il6r*^*fl/fl*^ CD44^hi^CD4^+^ T-cell compartments in the lungs (**J, K**). **L–P** WT and *Il6*^*-/-*^ mice were transferred with OTII.4get cells, i.n. treated with HDM or HDM^LPS^ + OVA, and i.p. treated with anti-IL-2 Abs or PBS (**L**). Frequencies and numbers of total (**M, N**) and IL-4-GFP^+^ (**M, O, P**) OTII cells in the mLN. **Q–S** WT (CD45.1^+^) mice were cotransferred with WT (CD45.1^+^CD45.2^+^) and *Tbx21*^−/−^ (CD45.2^+^) OTII.4get cells, i.n. treated with HDM or HDM^LPS^ + OVA, and i.p. treated with anti-IL-6 and anti-IL-6R Abs, rIL-2 or PBS. Frequencies of total (**R**) and IL-4-GFP^+^ (**R, S**) WT and *Tbx21*^−/−^ OTII cells in the mLN. Data are representative of two independent experiments (mean±S.D., *n* = 4-6, one-way ANOVA). See Fig. S5

We confirmed that blocking IL-2 signaling suppressed the priming of antigen-specific Th2 cells by analyzing donor 4get.OTII cells in the mLN of WT and *Il6*^-/-^ recipients after sensitization (Fig. 5D). Consistent with our previous results, an anti-CD25 mAb administered 24 h after sensitization did not affect the expansion of donor OTII cells (Fig. 5E, F) but suppressed their IL-4-GFP^+^ expression and thus the accumulation of IL-4-GFP^+^4get.OTII cells in HDM^LPS^-sensitized *Il6*^-/-^ recipients (Fig. 5E, G, H).

In addition, we examined the response of *Il2ra*^*-/-*^ CD4^+^ T cells, which cannot transduce normal IL-2 signals. Thus, WT:*Il2ra*^*-/-*^ mixed BM chimeras were sensitized, treated with anti-IL-6/IL-6R or a control mAb, and analyzed after challenge (Fig. S5D). We found less pulmonary accumulation of CD44^hi^CD4^+^ T cells from *Il2ra*^*-/-*^ donors than from WT donors but similar proportions of naïve CD44^lo^CD4^+^ T cells (Fig. S5E, F), indicating a known role for IL-2 signaling in T-cell expansion. Since IL-2Rα/CD25 neutralization 24 hours after initial sensitization had no significant impact on the number of T cells activated in the mLN (Fig. 5E, F) and recruited to the lungs (Fig. 5SA, B), this could indicate that IL-2 signaling within the first few hours after T-cell activation is most crucial for expansion. Nevertheless, *Il2ra*^*-/-*^ T cells had an impaired capacity to express Th2 cell cytokines even in low-IL-6 environments (Fig. S5G, H). However, they were perfectly able to produce IL-17 at levels comparable to those produced by WT T cells (Fig. S5I–J). Thus, inhibition of IL-2 signaling in allergen-stimulated T cells can prevent Th2 biasing in low-IL-6 environments or in T cells that do not respond to IL-6.

### The balance between IL-6 and IL-2 signals regulates the development of allergen-specific Th2 cell responses

We next decided to change the availability of IL-2 during early CD4^+^ T-cell activation. Thus, we treated WT:*Lck*^*cre*^*-Il6r*^*fl/fl*^ mixed BM chimeras with an anti-IL-2 mAb or rIL-2 during sensitization, followed by HDM challenge and lung analysis (Fig. 5I). In HDM^LPS^-sensitized mice, treatment with the anti-IL-2 mAb prevented Th2 cell cytokine production by *Il6r*^*-/-*^ CD44^hi^CD4^+^ T cells. In contrast, treatment with rIL-2 promoted Th2 cell cytokine production by WT CD44^hi^CD4^+^ T cells (Fig. 5J, K). Administration of the anti-IL-2 mAb or rIL-2 did not affect the capacity of T cells to produce IL-17 (Fig. S5K, L). These data showed that lung effector Th2 cell responses to HDM caused by a lack of IL-6 signaling could be prevented by neutralizing IL-2. In contrast, excess IL-2 signaling overcame the HDM^LPS^/IL-6-mediated suppression of Th2 cell responses.

We next evaluated whether the opposite effects of IL-2 and IL-6 on lung Th2 cell responses result from differential priming of antigen-specific CD4^+^ T cells after sensitization. First, we evaluated the effects of an anti-IL-2 mAb on donor 4get.OTII cell expansion and polarization (Fig. 5L). Anti-IL-2 treatment did not affect the expansion of donor OTII cells (Fig. 5M, N) but downregulated CD25 (Fig. S5M–O) and suppressed IL-4-GFP^+^ expression (Figs. 5M, O, P) in OTII cells from *Il6*^-/-^ recipients treated with HDM^LPS^. Thus, inhibition of IL-2 signaling by IL-2 neutralization prevented the Th2 cell polarization of antigen-specific T cells arising in the absence of IL-6.

Next, we evaluated the effect of administering rIL-2 on Th2 cell priming. These analyses were performed in combination with blockade of IL-6 signaling and T-bet deficiency, all of which contribute to enhanced Th2 cell responses. Specifically, we cotransferred WT (CD45.1^+^ CD45.2^+^) and Tbx21^−/−^ (CD45.2^+^) 4get.OT-II cells into CD45.1^+^ WT recipients, sensitized and treated the mice with anti-IL-6/IL-6R or rIL-2, and analyzed the expanded WT and *Tbx21*^*−/−*^ donor cells (Fig. 5Q). WT and *Tbx21*^*−/−*^ OTII cells accumulated similarly under all the conditions (Fig. 5R). For WT OTII cells from HDM^LPS^-treated mice, rIL-2 and anti-IL-6/IL-6R treatments enhanced the frequency of IL-4-GFP^+^ cells. The combination of both treatments did not have an additive effect. Similar results were observed for *Tbx21*^*−/−*^ OTII cells from HDM^LPS^-sensitized mice, although in this case, the absence of T-bet expression in the OTII cells had an additive effect with rIL-2 or anti-IL-6/IL-6R treatment. Overall, our data show that sustained IL-2 signaling after initial T-cell activation, which is particularly favored when T cells receive suboptimal IL-6 signaling, supports Th2 cell polarization of antigen-specific T cells via a mechanism independent of T-bet. Therefore, maintaining a proper balance between IL-6 and IL-2 appears to be crucial in controlling Th2 cell immunity to allergens.

### IL-6 prevents IL-2 responsiveness by inducing SOCS3 expression

To better define the mechanism by which IL-6 controls IL-2 responsiveness in recently activated CD4^+^ T cells, we examined gene expression differences between OTII cells activated in IL-6–sufficient and IL-6–deficient environments (Table S1). 

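Ranked by p among the genes higher in OTII cells primed in *Il6*-/- recipients on Day 3, *Cish* was number 9 and *Il2ra* number 112. *Cish*, which encodes the SOCS family member CIS, lies on the forward strand of chromosome 9 from 107173225 to 107179983. Its expression on Day 3 was 16.0 ± 3.74 CPM in WT and 52.0 ± 5.38 CPM in *Il6*-/- recipients (log2FC 1.71, SE 0.17, edgeR FDR = 2.3e-05), and the libraries of the 2 genotypes did not overlap. The log2FC lay between 1.58 and 1.91 in the 12 fits that each left out 1 library. On Day 5, *Cish* had 8.94 ± 1.31 and 26.7 ± 5.01 CPM (log2FC 1.58, SE 0.18, FDR = 6.7e-04), and it was number 2 among the genes higher in *Il6*-/-. The difference between the days was 0.13 (FDR = 0.82).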

As expected, on Day 3 after HDM^LPS^ sensitization, OTII cells primed in *Il6*^*−/−*^ mice overexpressed highly inducible IL-2 genes [25], such as *Il2ra* and *Cish* (Fig. 6A). In contrast, one of the genes most significantly downregulated was *Socs3* (Fig. 6A). In addition, genes previously identified to be regulated in IL-6-treated *Socs3*-deficient livers [30] (Fig. 6B) and macrophages [31] (Fig. 6C) were highly enriched in OTII cells from *Il6*^*−/−*^ mice. These data suggest dominant regulation by IL-6-induced SOCS3 in early T-cell activation in response to HDM^LPS^.

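*Socs3* lies on the reverse strand of chromosome 11, from 117856905 to 117860898, and shares no exon sequence with another counted gene. On Day 3, it fell from 16.3 ± 3.36 CPM in WT to 3.21 ± 0.537 CPM in *Il6*-/- recipients (log2FC −2.34, SE 0.20, edgeR FDR = 7.7e-06). It was number 6 by p among the genes lower in *Il6*-/-, and its log2FC lay between −2.47 and −2.17 in the fits that each left out 1 library. On Day 5, the fall was from 22.5 ± 2.41 to 12.4 ± 1.96 CPM (log2FC −0.86, SE 0.18, FDR = 0.012). The FDR on Day 5 rose to at most 0.068 when replicate 2 of the WT or of the *Il6*-/- group was left out, and the log2FC lay between −0.96 and −0.71 over the 12 fits. The change on Day 3 was larger, with a difference between the days of −1.48 (SE 0.26, FDR = 0.0081). Between Day 3 and Day 5, *Socs3* rose by a log2FC of 0.47 in WT (FDR = 0.031) and 1.95 in *Il6*-/- recipients (FDR = 6.9e-07). In WT, the rise failed an FDR of 0.05 in 4 of the 12 fits (log2FC 0.33, FDR = 0.15 without replicate 1 of Day 3) and with a GC-content offset (log2FC 0.24, FDR = 0.27), with a gene-length offset (0.41, FDR = 0.052) and without a filter on low counts (0.40, FDR = 0.067).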

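The other members of the SOCS family were compared with *Socs3*. Of the 8 members, *Cish* was higher and *Socs3* lower at an FDR of 0.05 on Day 3, both over all genes tested and adjusted over the list alone. *Socs1* had 20.1 ± 2.97 CPM in WT and 16.3 ± 1.48 CPM in *Il6*-/- recipients on that day (log2FC −0.30, SE 0.16, FDR = 0.26). On Day 5, it had 38.1 ± 8.68 and 18.6 ± 1.71 CPM (log2FC −1.03, SE 0.16, FDR = 0.0028), and the difference between the days was 0.73 (FDR = 0.077, from 0.012 to 0.11 over the other settings). The log2FC of *Socs2*, *Socs4*, *Socs5*, *Socs6* and *Socs7* on Day 3 lay between 0.18 and 0.58, with an FDR of 0.12 or more. As a list, the family had a median of 0.32 on Day 3 (camera adjusted p = 0.34) and 0.05 on Day 5 (0.97).

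**Figure D2:**
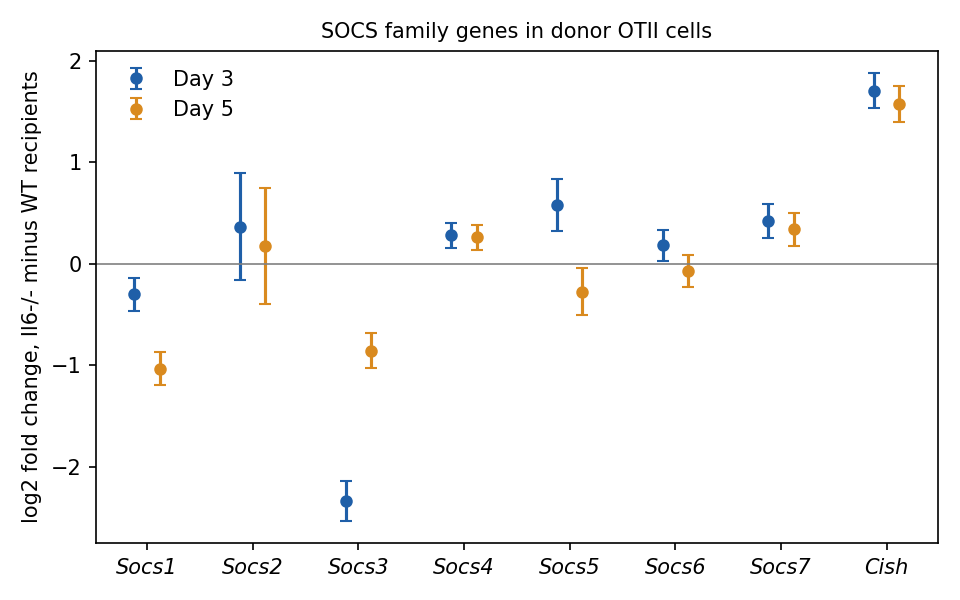
Log2 fold change (*Il6*-/- over WT recipients) of *Socs1* to *Socs7* and *Cish* on Day 3 and Day 5, with the SE as error bars. *Socs3* lies lowest on Day 3, at −2.34, and *Cish* highest, at 1.71.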

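A list of 15 IL-6/STAT3-induced genes that contains *Socs3* was examined in the same libraries, and 14 of its genes were tested. On Day 3, 13 of these were lower in OTII cells primed in *Il6*-/- recipients and *Ccr6* was higher (log2FC 0.79, FDR = 0.0038). Of the lower genes, 10 passed an FDR of 0.05 over all genes, and all 13 did so adjusted over the list alone. *Il1r1* fell from 44.4 ± 4.61 to 4.29 ± 1.07 CPM (log2FC −3.37, SE 0.38, FDR = 7.0e-05) and *Il21* from 26.8 ± 0.897 to 3.80 ± 0.0964 CPM (log2FC −2.82, SE 0.45, FDR = 8.8e-04). The median log2FC was −1.66 (camera adjusted p = 1.2e-09, or 0.0094 with an estimated correlation). Without the genes in Table S1, it was −0.79 (adjusted p = 5.6e-04). On Day 5, 12 of the 14 genes were lower, 7 of them at an FDR of 0.05 and 8 adjusted over the list alone. The median of the fitted values was then −0.56, or −0.38 with genes lacking counts in a group placed at their bound (adjusted p = 1.6e-05). The difference between the days had a median of −0.33 (adjusted p = 0.0054, or 0.17 with an estimated correlation). The median was −0.72 without replicate 1 of the *Il6*-/- group on Day 3 and −0.07 over the genes in no other list (adjusted p = 0.20). Among the receptor's own components, *Il6ra* was lower on Day 3 (log2FC −0.49, FDR = 0.0022) and on Day 5 (−0.45, FDR = 0.0096, or 0.056 without replicate 2 of the *Il6*-/- group). *Il6st*, which encodes gp130, had a log2FC of −0.17 on Day 3 (FDR = 0.41, or 0.048 with the 6 libraries of Day 3 alone). *Stat3* had one of −0.16 (FDR = 0.12), with the exon overlap given for *Stat5a*. Its FDR was 0.022 with the libraries of Day 3 alone, 0.047 without scaling and 0.0496 without replicate 2 of the *Il6*-/- group on Day 5.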

**Fig. 6:**
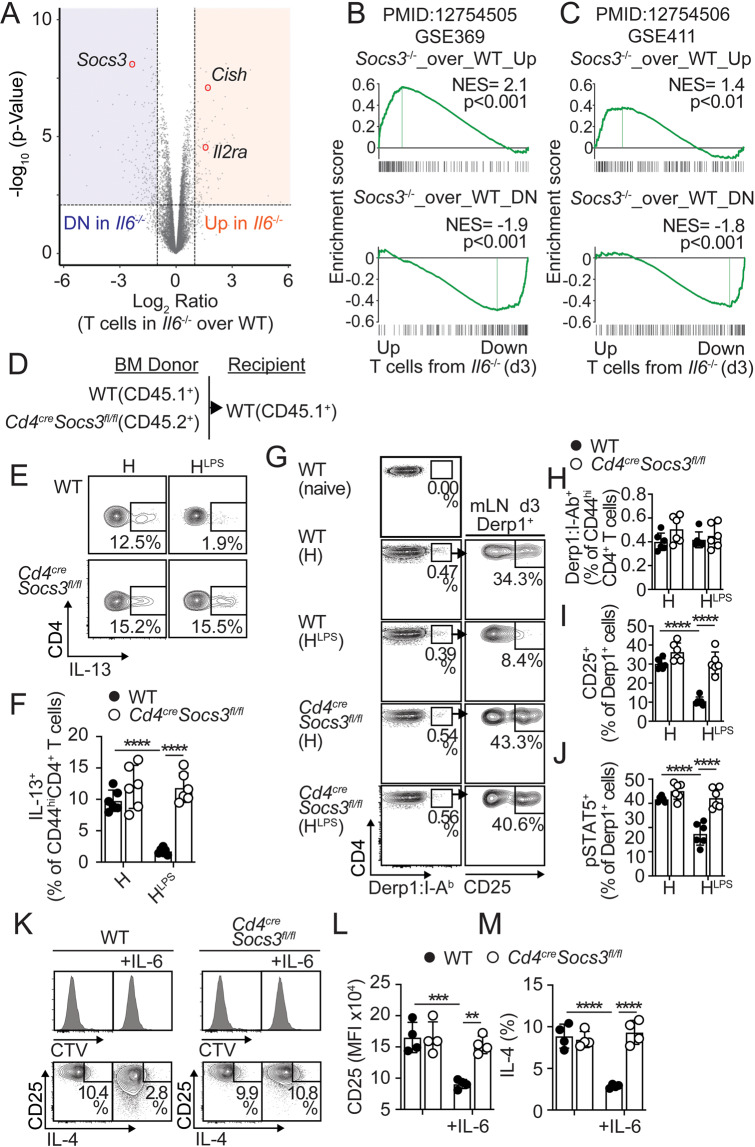
IL-6 suppresses allergen-specific Th2 cell responses by promoting SOCS3-mediated inhibition of IL-2 responsiveness. **A–C** WT and *Il6*^*-/-*^ mice were transferred with OTII cells and i.n. sensitized with HDM^LPS^ + OVA. On Day 3, OTII cells were sorted from the mLN, and RNA-seq was performed (three replicates). Volcano plot highlighting that the IL-2-driven genes *Il2ra* and *Cish* and the IL-6-driven gene *Socs3* were upregulated and downregulated in OTII cells from *Il6*^*-/-*^ mice, respectively (FDR < 0.05, ≥2 FC. See Table S1) (**A**). GSEA plots showing the enrichment of genes regulated by IL-6-driven SOCS3 in liver cells (**B**) and macrophages (**C**) in OTII cells from *Il6*^*-/-*^ versus WT mice. **D–F** WT:*CD4*^*cre*^*-Socs3*^*fl/fl*^ chimeras were i.n. sensitized with HDM or HDM^LPS^ and i.n. challenged with HDM. Frequencies of IL-13^+^ cells in the WT and *CD4*^*cre*^*-Socs3*^*fl/fl*^ CD44^hi^CD4^+^ T-cell compartments in the lungs (*n* = 6). **G–J** WT:*CD4*^*cre*^*-Socs3*^*fl/fl*^ chimeras were i.n. sensitized with HDM or HDM^LPS^ and analyzed on Day 3. Frequencies of total, CD25^+^, and pSTAT5^+^ Derp1-specific CD44^hi^CD4^+^ T cells in the WT and *CD4*^*cre*^*-Socs3*^*fl/fl*^ CD44^hi^CD4^+^ T-cell compartments in the mLN (*n* = 6). **K–M** CTV-labeled WT (CD45.1^+^) and *CD4*^*cre*^*-Socs3*^*fl/fl*^ (CD45.2^+^) CD4^+^ T cells from naïve mice were mixed 1:1 and stimulated in vitro with plate-bound anti-CD3 and soluble anti-CD28 for 48 hours. rIL-6 (1 ng/ml) or PBS was added for an additional 72 hours. CTV profiles (**K**), CD25 expression (**K, L**) and intracellular IL-4 expression in WT (**K, M**) and *CD4*^*cre*^*-Socs3*^*fl/fl*^ CD4^+^ T cells (values in quadruplicate). Data are representative of at least two independent experiments (mean±S.D., two-way ANOVA)

SOCS3 is strongly induced by IL-6 [32] and has been shown to prevent the activation of STAT3 by IL-6 [30, 31, 33]. However, SOCS3 can also inhibit signaling by many other cytokines that signal via the JAK/STAT pathway, including IL-12 [34], IL-10/TGFβ [35], IL-6/IL-23 [36], and IL-2 [37]. Importantly, loss of SOCS3 can result in exacerbated IFNγ [34] and IL-10/TGFβ [35] production by T cells that can indirectly suppress Th2 cell differentiation and effector function. To specifically test whether loss of SOCS3 expression intrinsically enhances IL-2 responsiveness in CD4^+^ T cells and Th2 cell polarization in response to HDM, we used WT:*CD4*^*cre*^*-Socs3*^*fl/fl*^ mixed BM chimeras (Fig. 6D). In these mice, WT and *Socs3*^*−/−*^ T cells coexisted in the same environment, avoiding indirect cytokine-mediated effects. We sensitized WT:*CD4*^*cre*^*-Socs3*^*fl/fl*^ mice with HDM or HDM^LPS^, challenged them with HDM, and then determined the frequency of IL-13^+^ Th2 cells within the WT and *Socs3*^−/−^ CD44^hi^CD4^+^ T-cell compartments. We found that while HDM^LPS^ sensitization prevented the accumulation of WT Th2 cells in the lungs, it failed to prevent the increase in the frequency of *Socs3*^−/−^ Th2 cells (Fig. 6E, F). These results indicated that SOCS3 expression in responding T cells was intrinsically required to suppress the Th2 cell differentiation program in response to HDM. Since Th2 cell commitment in response to HDM required strong IL-2 signaling, we next tested whether SOCS3 expression influences the IL-2 responsiveness of HDM-responsive T cells. Thus, we analyzed HDM/Derp1-specific T cells [38] in the mLNs of WT:*CD4*^*cre*^*-Socs3*^*fl/fl*^ mixed BM chimeras on Day 3 after HDM or HDM^LPS^ sensitization. The frequencies of Derp1-specific T cells within the WT and *Socs3*^−/−^ CD4^+^ T-cell compartments were similar after HDM or HDM^LPS^ sensitization (Fig. 6G, H). As expected, CD25 expression and IL-2-driven pSTAT5 were downregulated in WT Derp1-specific T cells from HDM^LPS^-treated mice compared with those from HDM-treated mice (Fig. 6G, I, J). In contrast, *Socs3*-deficient Derp1-specific T cells maintained elevated expression of CD25 and IL-2-driven pSTAT5 in HDM^LPS^-treated mice (Fig. 6G, I, J). These results show that SOCS3 expression in HDM-specific T cells is required to limit IL-2/STAT5 responsiveness shortly after T-cell activation. Since this effect was also dependent on IL-6 signaling, our results further suggest that IL-6 controls SOCS3 expression in T cells to constrain IL-2 responsiveness and Th2 cell commitment. To confirm this, CD3/CD28-stimulated WT and *Socs3*-deficient CD4^+^ T cells were cocultured in the presence of rIL-6. WT and *Socs3*-deficient CD4^+^ T cells proliferated at similar rates, either in the presence or absence of IL-6 (Fig. 6K). As expected, IL-6 reduced the expression of CD25 and IL-4 in WT CD4^+^ T cells, but it failed to exert a similar effect on *Socs3*-deficient CD4^+^ T cells (Fig. 6K–M). Overall, our findings suggest that IL-6-driven SOCS3 acts to inhibit IL-2 responses in recently activated T cells and subsequent Th2 cell lineage commitment.

### JAK1 inhibition blocks IL-2 signaling and prevents Th2 bias in the absence of IL-6

JAK family members are key in initiating cytokine receptor signaling. IL-2 activates JAK1 and JAK3, with JAK1 playing a dominant role [39, 40]. Thus, we tested whether treatment of *Il6*^*-*/-^ mice with the JAK1 selective inhibitor upadacitinib blocks IL-2 signaling in recently activated T cells and hence their polarization to Th2 cells. Upadacitinib administered on Days 1 and 2 postsensitization (Fig. 7A) did not affect the expansion of donor OTII cells (Fig. 7C) but induced downregulation of CD25 expression (Fig. 7B, D) and IL-2-driven pSTAT5 (Figs. 7B and 7E) in donor OTII cells from HDM^LPS^-treated *Il6*^*-*/-^ mice. Furthermore, this course of upadacitinib treatment suppressed IL-4-GFP expression in donor OTII cells (Fig. 7G) and thus the accumulation of IL-4-GFP^+^4get.OTII cells (Fig. 7I) in HDM^LPS^-sensitized *Il6*^-/-^ recipients without affecting total OTII cell expansion (Fig. 7H). Nonetheless, later upadacitinib administration on Days 3 and 4 postsensitization did not affect IL-4-GFP expression in donor OTII cells (Fig. 7F–I). We further analyzed the effect of upadacitinib treatment on lung effector Th2 cell responses developed in the absence of IL-6 signaling. Thus, we treated WT:*Lck*^*cre*^*-Il6r*^*fl/fl*^ mixed BM chimeras (Fig. 7J) with upadacitinib at different times during sensitization (i.e., 1-2 vs. 3-4 days post sensitization) (Fig. 7K). The mice were then challenged, and cytokine production by WT and *Il6r*^*-/-*^ T cells was analyzed in the lungs. In HDM^LPS^-sensitized mice, treatment with upadacitinib on Days 1-2 prevented Th2 cell cytokine production by *Il6r*^*-/-*^ CD44^hi^CD4^+^ T cells, while treatment with upadacitinib on Days 3-4 had no effect on Th2 cell cytokine production by *Il6r*^*-/-*^ CD44^hi^CD4^+^ T cells (Fig. 7L, M). These data suggest that JAK1 inhibition in recently activated T cells can effectively suppress IL-2 signaling and subsequent Th2 cell lineage commitment.

**Fig. 7:**
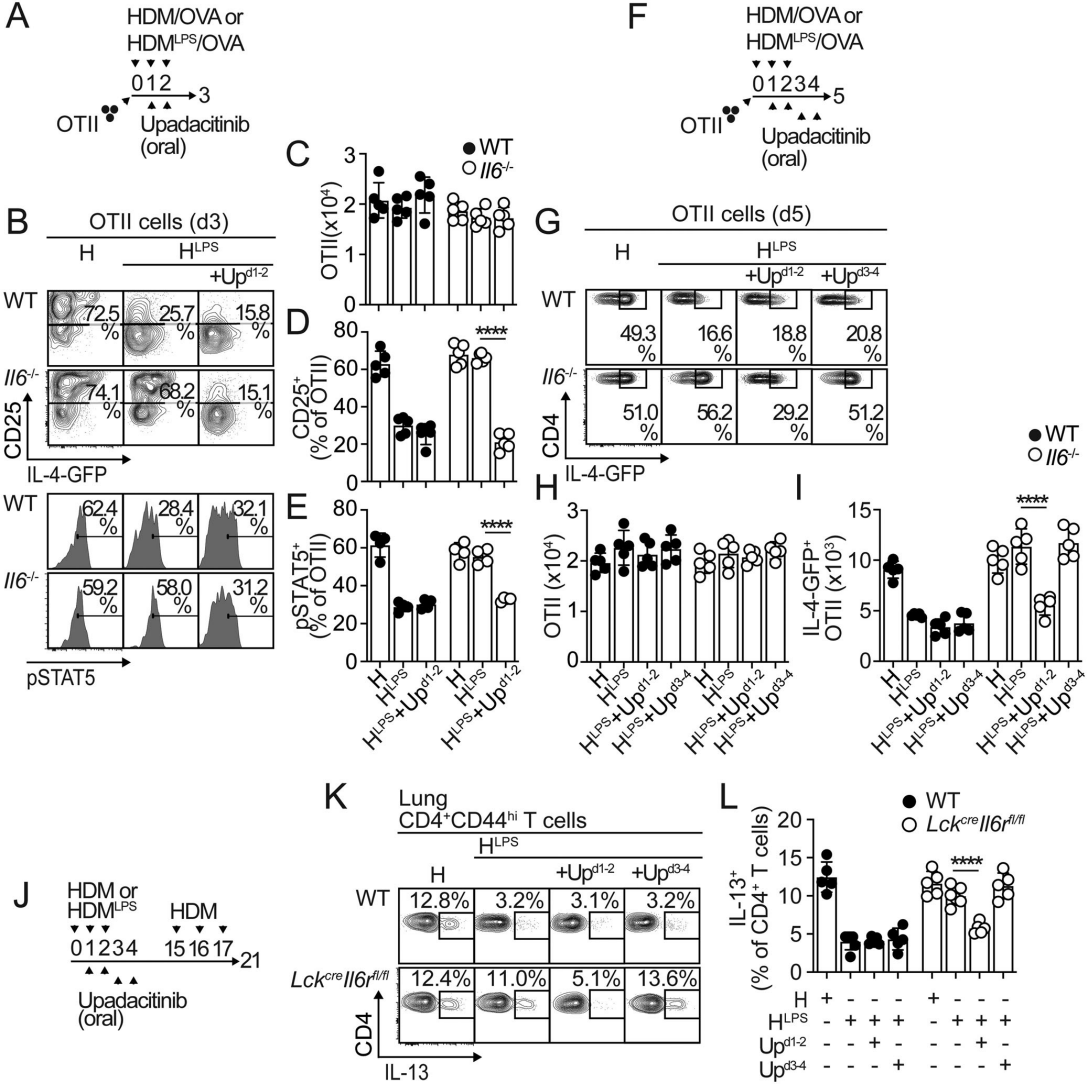
JAK1 inhibition prevents excessive IL-2 signaling and Th2 cell polarization in the absence of IL-6 signaling. **A–I** WT and *Il6*^*-/-*^ mice were transferred with OTII.4get cells, i.n. treated with HDM or HDM^LPS^ + OVA, orally treated with 20 mg/kg/day JAK1 inhibitor upadacitinib or vehicle at the indicated time points and analyzed on Day 3 (**A–E**) and Day 5 (**F–I**). Frequencies and numbers of total (**C, H**), CD25^+^ (**B, D**), pSTAT5^+^ (**B, E**), and IL-4-GFP^+^ (**G, I**) OTII cells in the mLN. (**J–L**) WT:*Lck*^*cre*^*-Il6r*^*fl/fl*^ chimeras were i.n. sensitized with HDM or HDM^LPS^, orally treated with upadacitinib or vehicle, and i.n. challenged with HDM (**J**). Frequencies of IL-13^+^ cells in the WT and *Lck*^*cre*^*-Il6r*^*fl/fl*^ CD44^hi^CD4^+^ T-cell compartments in the lungs (**K, L**). Data are representative of two independent experiments (mean±S.D., *n* = 5, one-way ANOVA)

Collectively, our data indicate that IL-6 signaling in allergen-specific T cells is required to prevent bias toward the Th2 cell subset and subsequent allergic inflammation. Our work supports a model in which IL-6 upregulates SOCS3 expression, which limits IL-2 signaling in antigen-specific T cells and thereby restricts the acquisition of a Th2 cell differentiation program. Furthermore, we found that upadacitinib, a JAK1 inhibitor, could suppress IL-2 signaling in recently activated T cells and their subsequent commitment to the Th2 cell lineage, suggesting that blocking the JAK1 pathway could be used to prevent new allergen sensitization in environments with reduced IL-6 signaling.

## Discussion

Defective IL-6 signaling caused by mutations in the IL-6 receptor complex [5–7] or downstream mediators, such as STAT3 [8–11], leads to pathological Th2-biased immune responses. Despite the negative role of aberrant Th2-biased responses in patients harboring these mutations, little is known about how Th2 immunity is favored in the context of defective IL-6 signaling. Our data demonstrate that defective IL-6 signaling in CD4^+^ T cells responding to allergens enables prolonged IL-2 signaling that favors Th2 cell differentiation. Thus, we show that IL-6 is key in limiting IL-2 responsiveness in activated CD4^+^ T cells and that by restricting IL-2 signaling, IL-6 suppresses the initiation of the Th2 cell differentiation program in these cells.

Our findings support a model in which IL-6 is produced in response to the detection of pathogen-associated molecular patterns (PAMPs) contained in allergens. Several observational studies have indicated that high levels of exposure to microbial products or PAMPs, particularly bacterial endotoxins or LPS, inversely correlate with the development of allergen-induced, Th2-driven diseases, such as allergic asthma and atopy [19–21, 41–43]. Moreover, polymorphisms that affect LPS signaling (i.e., polymorphisms in toll-like receptor 4 (TLR4) and CD14) are associated with altered susceptibility to allergen sensitization, particularly in high-LPS environments [44–51]. These data suggest that efficient detection of LPS is essential for suppressing Th2 cell immune responses to aeroallergens. In addition, airborne allergens can be contaminated with other microbial components besides LPS, such as derivatives of gram-positive bacteria or mycobacteria, and are likely to affect Th2 cell responses in a similar way to LPS [49, 52].

Although epidemiological studies support a pivotal role for LPS in suppressing the development of allergen-induced Th2 diseases, some studies in mouse models have shown that the activation of TLR4 by LPS or alternative ligands may sometimes be a mechanism for initiating Th2 immunity to inhaled allergens. Specifically, stimulation of TLR4, usually at low intensity, can convert suboptimal doses of allergens or inert proteins into immunogenic antigens that would not otherwise trigger an immune response. Mechanistically, the activation of the airway epithelium by TLR4 has been linked to the induction of Th2 cell responses by promoting the release of alarmin cytokines, which ultimately activates pro-Th2 functions in conventional type 2 dendritic cells (cDC2s) (reviewed in [43]). Conversely, LPS detection by inflammatory monocyte-derived dendritic cells (moDCs) has been linked to the suppression of Th2 immune responses to allergens [18, 43]. This pathway is favored by the induced production of granulocyte-macrophage colony-stimulating factor (GM-CSF) at pulmonary perivascular locations, which promotes the differentiation of newly recruited monocytes into moDCs that are well-equipped to detect LPS and other PAMPs and produce proinflammatory cytokines in response. If they are contaminated with LPS or other microbial components, protease allergens, particularly those with cysteine protease activity, such as HDM, have great potential to elicit GM-CSF responses and moDC differentiation and thus have the capacity to activate the mechanisms that suppress Th2 cell responses [18]. Mechanistically, tumor necrosis factor-alpha (TNFα) produced by moDCs instructs cDC2s to produce IL-12 [15, 18]. Consequently, CD4^+^ T cells interacting with cDC2s upregulate T-bet, precluding Th2 cell differentiation [14, 15, 53, 54] and subsequent pathogenic allergic responses [15]. However, our current data demonstrate that LPS detection can also prevent the development of allergic Th2 cell responses by an IL-12/T-bet-independent mechanism. Here, we found that LPS-driven IL-6 and subsequent signaling in allergen-activated CD4^+^ T cells contributed to preventing the Th2 cell differentiation program by restricting IL-2 signaling that would otherwise favor Th2 polarization. Therefore, IL-12/T-bet-dependent and IL-6-dependent pathways are separate mechanisms that work together to prevent abnormal Th2-biased immune reactions. Although both pathways might have overlapping roles in preventing Th2 allergic responses, a defect in either pathway leads to a lack of effective suppression of Th2 cell polarization and the development of allergic diseases. In particular, a defective IL-12/T-bet-dependent pathway operating during infancy could be responsible for the higher susceptibility to Th2 bias and the increased tendency to develop allergic airway inflammation observed in children [15]. Furthermore, human loss-of-function mutations affecting T-bet [55–57] or the IL-6-dependent signaling pathway [5–11] share the common feature of leading to pathological overactivation of Th2 immunity. Thus, both pathways must be active to ensure adequate prevention of Th2 cell responses in humans. However, our data support that when LPS levels or IL-12 production are high, allowing for strong T-bet-dependent signaling, the IL-6-dependent pathway is no longer necessary. Therefore, IL-6 most likely contributes to inhibiting Th2 cell commitment to antigens that elicit weak IL-12 responses, such as those provoking moderated TLR stimulation. This includes allergens with limited PAMP activity.

In addition, genetic background affects responsiveness to PAMPs. Our studies were performed in congenic B6 mice, which are highly sensitive to LPS compared to BALB/c mice. In this sense, different doses of LPS achieve suppressive effects on the B6 and BALB/c backgrounds. In any case, although BALB/c mice required more LPS to inhibit Th2 cell responses, the underlying mechanism was similarly dependent on IL-6 signaling. Therefore, specific genetic variation may affect LPS and PAMP sensitivity more generally; thus, it may affect the risk of developing allergic Th2 cell disease.

IL-2 is a well-known potent driver of T-cell expansion [58]. However, IL-2 has other immunomodulatory functions in antigen receptor-activated T cells. In particular, IL-2 can promote Th1 [59] and Th2 [27–29] fate decisions in proliferating CD4^+^ T cells while suppressing the differentiation of Th17 [59–61] and T follicular helper (Tfh) cells [62]. Th2 cells depend on IL-4 signaling and the transcriptional activities of STAT6 and GATA3 [63]. Thus, Th2 cells depend on the expression of the IL-4 receptor, which consists of IL4Rα and γ_c_. IL4Rα is not expressed by naïve CD4^+^ T cells and thus must be induced following antigen encounter to allow IL-4 responsiveness and potent Th2 cell differentiation. Studies indicate that IL-2 promotes Th2 fate decisions by inducing IL4Rα [29]. In addition, IL-2 stabilizes the accessibility of the *Il4* locus [27–29], allowing for early production of IL-4 [27, 28], which serves as a positive feedback loop that preserves the Th2 cell phenotype. The IL-2-driven induction of IL-4Rα and chromatin accessibility at the *Il4* locus require STAT5 [28, 29]. Thus, supporting data indicate a key role for IL-2-driven STAT5 activation in the priming of Th2 cell differentiation and in helping maintain this phenotype. On the other hand, our data support that IL-6 is a key negative regulator of Th2 cell differentiation by counteracting prolonged IL-2 signaling during priming. Other studies have shown that IL-6 promotes Th2 cell differentiation in vitro, most likely via an indirect effect resulting from the primary inhibition of IFNγ production [64]. IL-2 production and signaling are tightly regulated in vivo, whereas in vitro activation of T cells typically occurs under unrestricted IL-2 signaling. Thus, differences in IL-2 availability between in vivo and in vivo models may explain the opposing modulatory effects of IL-6 on Th2 cell differentiation in these two systems.

Th2 cytokines are produced by type-2 Tfh cells that remain in the lymph nodes and control IgE responses and by effector Th2 cells that migrate to the lungs and promote eosinophilic airway inflammation. IL-6 was associated with the inhibition of Th2 cytokine production soon after initial T-cell activation and proliferation. Additionally, IL-6 was linked to the suppression of airway eosinophilia and specific IgE responses. Thus, our study supports a role for early IL-6 signaling in inhibiting the initial commitment of T cells to the Th2 cell cytokine production that precedes Tfh and effector T cell differentiation.

IL-2 binds with high affinity to a cell-surface receptor complex consisting of IL-2Rα/CD25, IL-2Rβ/CD122, and γ_c_. IL-2 can also bind with low affinity to the IL-2Rβ/CD122 and γ_c_ dimer. IL-2 induces the expression of IL-2Rα/CD25 [25], creating a positive feedback loop. We found that IL-6 interrupted this positive feedback loop, causing cessation of IL-2Rα/CD25-induced expression and thus rendering activated CD4^+^ T cells unable to respond to IL-2 with high affinity. The tyrosine-protein kinases JAK1 and JAK3, which are associated with the IL-2Rβ/CD122 and γ_c_ subunits, respectively, are activated after IL-2 binding. This creates docking sites for STAT5 that facilitate STAT5 activation and subsequent nuclear translocation to allow transcription of target genes [65]. SOCS family proteins are negative feedback inhibitors of cytokine-driven signaling that act through the JAK/STAT pathway [3]. In particular, studies have identified SOCS1 [66] and SOCS3 [37] as inhibitors of IL-2 signaling, both of which function by inhibiting the kinase activity of JAK1. We demonstrate that SOCS3 is strongly induced by IL-6 in antigen receptor-activated CD4^+^ T cells and potently inhibits IL-2-induced STAT5 activation and Th2 cell differentiation in response to HDM allergens. In contrast, other studies have shown that SOCS3 expression in T cells can indirectly promote Th2 cell responses by suppressing the upregulation of IFNγ [34], IL-10, or TGFβ [35] production. Since SOCS3 can inhibit multiple cytokine-mediated JAK/STAT signaling pathways, the more dominant effect depends on which particular cytokine pathway dominates the signaling in T cells. In our model, the increase in IL-2 signaling in the absence of SOCS3 promoted Th2 cell commitment and outweighed any effects that might have resulted from possible upregulation of IL-12/IFNγ signaling.

Mimicking the SOCS3-mediated inhibition of IL-2 signaling, we further showed that a selective JAK1 inhibitor could inhibit IL-2-driven STAT5 activation and polarization toward a Th2 phenotype, particularly in IL-6-deficient environments that promoted reduced SOCS3 activity in activated CD4^+^ T cells and presumably high JAK1 activation. JAK1 has also been implicated as a transducer of IL-4 signaling [67]. Thus, JAK1 inhibition could directly inhibit Th2 cell differentiation by interfering with an IL-4-driven positive feedback loop. However, our data showed that at doses that inhibited IL-2-driven STAT5 activation, the JAK1 inhibitor did not markedly alter the IL-4 signaling system. In brief, our data reveal a major role for JAK1 in IL-2-mediated signaling and Th2 bias that could have therapeutic implications.

Our results show that IL-6 interferes with high-affinity IL-2 signaling, which is critically required for Th2 fate commitment. However, IL-6 signaling can also inhibit the upregulation of IL-2Rβ/CD122, thereby inhibiting low-affinity IL-2 signaling [68]. This mechanism has been shown to control a state of persistent IL-2 hyporesponsiveness upon late and sustained antigen receptor triggering that enables the generation of Tfh cells in the germinal center (GC) [68]. Without this mechanism of IL-6-driven inhibition of IL-2 signaling, Tfh cells undergoing cognate interactions with GC B cells initiate an IL-2 signaling cycle that inhibits the maintenance of their Tfh cell phenotype. Our results, together with the aforementioned data, demonstrate that IL-6 can control IL-2 signaling by different mechanisms and at various T-cell activation and differentiation stages, which determine particular immunomodulatory functions. However, since IL-2 signaling is primarily initiated by T-cell receptor activation, it stands to reason that the role of IL-6 in counteracting IL-2 signaling is more prominent upon ongoing antigen presentation, such as at the onset of the immune response or in the GC. Conventional dendritic cells and B cells act as antigen-presenting cells in these situations, so future experiments should determine whether these cells are a source of IL-6, as previously suggested [69, 70], and identify the specific pathways that determine IL-6 production.

Taken together, our data demonstrate that IL-6 signaling in allergen-specific T cells is essential for preventing Th2 development by counteracting IL-2-driven pro-Th2 signals. This action of IL-6 on allergen-responsive T cells is mediated by upregulation of SOCS3 and could be mimicked by pharmacological inhibition of JAK1. Our data provide insights into the immunological processes behind skewed Th2 responses in patients with defective IL-6 signaling and have the potential to lead to new therapeutic options for these patients.

## Materials and methods

### Mouse strains

The mouse strains used in these experiments included C57BL/6 J (B6), B6.SJL-Ptprca Pepcb/BoyJ (CD45.1^+^ B6 congenic), C57BL/6-Tg(TcraTcrb)425Cbn/J (OTII), B6.129-Il4tm1Lky/J (B6.4get IL-4 reporter mice), B6.129S6-Tbx21tm1Glm/J (*Tbx21*^*−/−*^), B6.129S2-IL-6tm1Kopf/J (*Il6*^*−/−*^), B6.129S4-Il2ratm1Dw/J (*Cd25*^*−/−*^), B6.Cg-Tg(Lck-cre)3779Nik/J (*Lck-cre*), B6;SJL-Il6ratm1.1Drew/J (*Il6ra*^*fl/fl*^), B6N.129-Il21rtm1Kopf/J (*IL-21r*^*−/−*^), B6.Cg-Tg(Cd4-cre)1Cwi/BfluJ (*Cd4-cre*), and B6;129S4-Socs3tm1Ayos/J (*Socs3*^*fl/fl*^). B6.4get mice were originally obtained from Dr. M. Mohrs (Trudeau Institute). All other mice were originally obtained from The Jackson Laboratory (Bar Harbor, ME, U.S.) and were bred and housed at the University of Alabama at Birmingham animal facility under specific pathogen–free conditions. Experiments were performed with equal numbers of male and female mice. The University of Alabama at Birmingham Institutional Animal Care and Use Committee approved all procedures involving animals.

### Immunizations

HDM (*Dermatophagoides pteronyssinus* and *D. farina*) extract (<30 EU/mg endotoxin) was obtained from Greer Laboratories (Lenoir, NC, U.S.). Endotoxin quantification was performed using the Pierce Chromogenic Endotoxin Quant Kit (A39552S; Thermo Fisher Scientific). Mice were intranasally administered (i.n.) 100 µg of HDM extract, +/- 5 µg of LPS-free EndoFit OVA ( < 0.1 EU/mg endotoxin; InvivoGen, San Diego, CA, U.S.) +/- LPS from *Escherichia coli* 0111:B4 (Sigma‒Aldrich, Saint Louis, MO, U.S.) +/- 100 ng of rIL-6 (PeproTech, Cranberry, NJ, U.S.) daily for 3 days and challenged (i.n.) with 100 µg of HDM + /− 5 µg of LPS-free EndoFit OVA for 3 days. The i.n. administrations were given in 100 µl of PBS. In some experiments, mice were intraperitoneally administered (i.p.) 250 μg of a mix of anti–IL-6/R (15A7; BioXCell, Lebanon, NH, U.S.) and anti-IL-6 (MP5-20F3; BioXCell) neutralizing Abs, 250 µg of anti-CD25 neutralizing Ab (PC-61.5.3; BioXCell), 250 μg of a mix of anti-IL-2 neutralizing Abs (JES6-1A12 and S4B6-1; BioXCell), or 60,000 U rIL-2 (National Cancer Institute, Bethesda, MD, U.S.) at the indicated time points. In some experiments, mice were orally treated with the JAK1 inhibitor upadacitinib (ABT-494; Selleck Chemicals, Radnor, PA, U.S.) at a dose of 20 mg/kg per day in palm oil at the indicated time points.

### BM chimeras

Recipient mice were irradiated with 950 Rads from a high-energy X-ray source delivered in a split dose and reconstituted with 10^7^ total BM cells. Mice were allowed to reconstitute for at least 8–12 weeks before HDM treatment.

### Cell preparation and flow cytometry

Lungs were isolated, cut into small fragments and digested for 45 min at 37 °C with 0.6 mg/ml collagenase A (Sigma‒Aldrich) and 30 μg/ml DNase I (Sigma‒Aldrich) in RPMI-1640 medium (Thermo Fisher Scientific). Digested lungs, mLNs and spleens were mechanically disrupted by passage through a wire mesh. Red blood cells were lysed with 150 mM NH4Cl, 10 mM KHCO3 and 0.1 mM EDTA. Fc receptors were blocked with anti-mouse CD16/32 (5 μg/ml; BioXCell), followed by staining with fluorochrome-conjugated Abs. Fluorochrome-labeled anti-B220 (RA3-6B2), anti-CD3 (17A2), anti-CD4 (GK1.5), anti-CD11b (M1/70), anti-CD11c (HL3), anti-CD25 (PC61), anti-CD44 (IM7), anti-CD45.1 (A20), anti-CD45.2 (104), anti-CD138 (281-2), anti-IgE (R35-72y) anti-Ly6C (AL-21), anti-Ly6G (IA8), and anti-Siglec-F (E50-2440) were purchased from BD Biosciences (San Jose, CA, U.S). The I-A^b^ HDM Derp1_217-227_ MHC class II tetramer was obtained from the NIH Tetramer Core Facility (Atlanta, GA, U.S.). Dead cell exclusion was performed using 7-AAD (Calbiochem, San Diego, CA, U.S.). For intracellular cytokine staining of T cells, cell suspensions were stimulated with PMA (20 ng/ml) plus Calcimycin (1 μg/ml) in the presence of BD GolgiPlug for 5 h. The restimulated cells were surface stained, fixed and permeabilized with the BD Cytofix/Cytoperm Plus Kit, and stained with antibodies against IL-13 (13 A; eBioscience, San Diego, CA, U.S.), IL-5 (TRFK5; BioLegend, San Diego, CA, U.S.), IL-4 (11B11; BD Biosciences), IFNγ (XMG1.2; BD Biosciences), and IL-17 (TC11-18H10.1; BioLegend). For pSTAT5 staining of ex vivo CD4^+^ T-cell populations, cell suspensions were stimulated with 1 µg/ml rIL-2 for 15 min and then fixed and permeabilized with BD Cytofix/Cytoperm buffer (BD) and Phosflow Perm Buffer III (BD), followed by washing with Transcription Factor Phospho Perm Wash Buffer (BD) and incubation with anti-pSTAT5 pY694 (47; BD Biosciences). For pSTAT5 staining of in vitro-activated CD4^+^ T cells, cells were fixed, permeabilized, and stained without stimulation with rIL-2. Foxp3 intracellular staining was performed using a Mouse regulatory T-cell staining kit (eBioscience) and Abs against Foxp3 (FJK-16s; eBioscience). Flow cytometry was performed on an Attune NxT instrument. Cells were gated as viable (7AAD^-^) CD4^+^ T cells (B220^-^CD3^+^CD4^+^), congenic CD44^hi^CD4^+^ T cells (B220^-^CD3^+^CD4^+^CD44^hi^ followed by CD45.1^+^ or CD45.2^+^ gating), eosinophils (autofluorescence^-^Siglec-F^+^, these cells were additionally CD11b^+^F4/80^+^CD11c^lo^CX3CR1^-^CD64^-^), congenic OTII cells (B220^-^CD3^+^CD4^+^CD44^hi^ followed by CD45.1^+^ and/or CD45.2^+^ gating) and Derp1-specific T cells (I-A^b^ HDM Derp1_217-227_^+^_,_ B220^-^CD3^+^CD4^+^CD44^hi^). Gate-positive populations were identified by using fluoresce minus one (FMO) controls. I-A(d) CLIP_87-101_ staining was used as a negative control for I-A^b^ HDM Derp1_217-227_ tetramer staining.

### Cell purifications, sorting, cell transfers and in vitro cultures

CD4^+^ T cells were isolated from the spleen of naïve mice by MACS (Miltenyi Biotec, Gaithersburg, MD, U.S.). Equivalent numbers (5 × 10^4^–5 × 10^5^) of naïve OTII cells were transferred (i.v.) into naïve congenic recipients. For some experiments, transferred donor OTII cells were sorted from recipient mice after staining with fluorochrome-conjugated anti-B220, anti-CD4, anti-CD44, and anti-CD45.1. All sorting experiments were performed using a FACSAria (BD Biosciences) sorter at the University of Alabama at Birmingham Flow Cytometry core. Sorted cells were more than 98% pure, as determined by flow cytometry. For in vitro cultures, CD4^+^ T cells were labeled for 10 min at 37 °C with CellTrace Violet CTV (Molecular Probes, Thermo Fisher Scientific) and then activated with plate-bound anti-CD3 (clone 145-2C11; 1.5 μg/ml) and soluble anti-CD28 (clone 37.51; 1.5 μg/ml) Abs for 48 hours at 37 °C in flat-bottom 96-well plates. The indicated concentrations of an anti-IL-2 neutralizing Ab (JES6-1A12 and S4B6-1; BioXCell), an anti-CD25 neutralizing Ab (PC-61.5.3; BioXCell) and rIL-6 (PeproTech) were added for an additional 72 hours. Complete medium comprised RPMI 1640 medium supplemented with sodium pyruvate, HEPES (pH range, 7.2 to 7.6), nonessential amino acids, penicillin, streptomycin, 2-mercaptoethanol and 10% heat-inactivated FBS (all from Gibco, Thermo Fisher Scientific).

### BALF collection and measurement of cytokines

BALF was collected using 0.5–1 ml of sterilized PBS per mouse. The BALF samples were centrifuged at 5000 × *g* for 10 min, and the supernatants were frozen at −80 °C. IL-6 measurement was performed using the IL-6 Mouse Uncoated ELISA Kit (88-7064-22; Invitrogen, Waltham, MA, U.S.).

### HDM-specific IgE antibody measurement

Ninety-six-well plates (Corning Clear Polystyrene 96-Well Microplates) were coated overnight with HDM extracts at 200 μg/ml in 0.05 M Na2CO3 pH 9.6. The coated plates were then blocked for 1 h with 1% BSA in PBS. Serum from mice was collected and serially diluted (threefold) in PBS with 10 mg/ml BSA and 0.1% Tween 20 before incubation in the coated plates. After washing, bound antibody was detected with HRP-conjugated goat anti-mouse IgE (1:2,000, 1110-05; Southern Biotech, Birmingham, AL, U.S.) and quantified by spectrophotometry at 405 nm (OD).

### RNA sequencing (RNA-seq)

#### Primary analysis

Library preparation and RNA-seq were conducted through Genewiz (South Plainfield, NJ, U.S.). Libraries were sequenced using a 1 × 50–base pair single-end rapid run on the HiSeq 2500 platform. The quality of raw sequence fastq-formatted files was assessed using fastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Sequences were trimmed using Trim Galore (version 0.4.4) with phred33 scores, paired-end reads and the Nextera adapter options (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore). Trimmed sequences were aligned using STAR (version 2.5.2a) with mouse GRCm39 and default options [71]. Aligned reads were counted with the HTseq-count (version 0.6.1p1) set for unstranded reads using the GRCm39 annotation file [72].

#### Downstream analysis

The R package edgeR [73] was used to assess differential expression between groups and to generate gene-by-sample matrices. A volcano plot was generated using R. Comparison of our data to other published datasets was accomplished using gene set enrichment analysis (GSEA) [74]. Upstream regulator analysis was performed using Ingenuity Pathway Analysis (IPA; Qiagen Digital Insights, Redwood City, CA, U.S.) [75].

### Quantification and Statistical analysis

All plots and histograms were plotted in FlowJo v.9 and v.10 software (TreeStar). GraphPad Prism (Version 9) was used for data analysis. The statistical significance of differences in mean values was determined using a two-tailed Student’s *t* test or one-way/two-way ANOVA with post hoc Tukey’s multiple comparison test. *P* values of less than 0.05 were considered statistically significant (^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, ^****^P < 0.0001).

## Supplementary information

Supplementary Figures

Table S1

Table S2

## Data Availability

The raw data fastq files, processed data count files and a counts per million table for the RNA-seq analyses reported in this paper have been deposited in the GEO database under accession code GSE212158. This paper does not report the original code.

# Supplementary material for: IL-6 prevents Th2 cell polarization by promoting SOCS3-dependent suppression of IL-2 signaling
**Source:** Cell Mol Immunol. 2023 Apr 12;20(6):651–65. doi: 10.1038/s41423-023-01012-1
**Supplement:** Supplementary file 1 — Supplementary Figures

**SUPPLEMENTARY MATERIALS**

Fig. S1. IL-6 signaling during allergen sensitization oppositely regulates Th2 and Th17 cell responses to HDM.

Fig. S2. IL-21 signaling does not affect allergen-specific Th2 cell-mediated immunity.

Fig. S3. IL-6 signaling is not required to suppress Th2 cell differentiation in the presence of high LPS or IL-12.

Fig. S4. IL-6 signaling in responder T cells prevents prolonged IL-2 responsiveness.

Fig. S5. IL-2 signaling on allergen-specific T cells does not regulate polarization toward a Th17 profile.

Table S1. Raw data file (Excel)

Table S2. Raw data file (Excel)

**
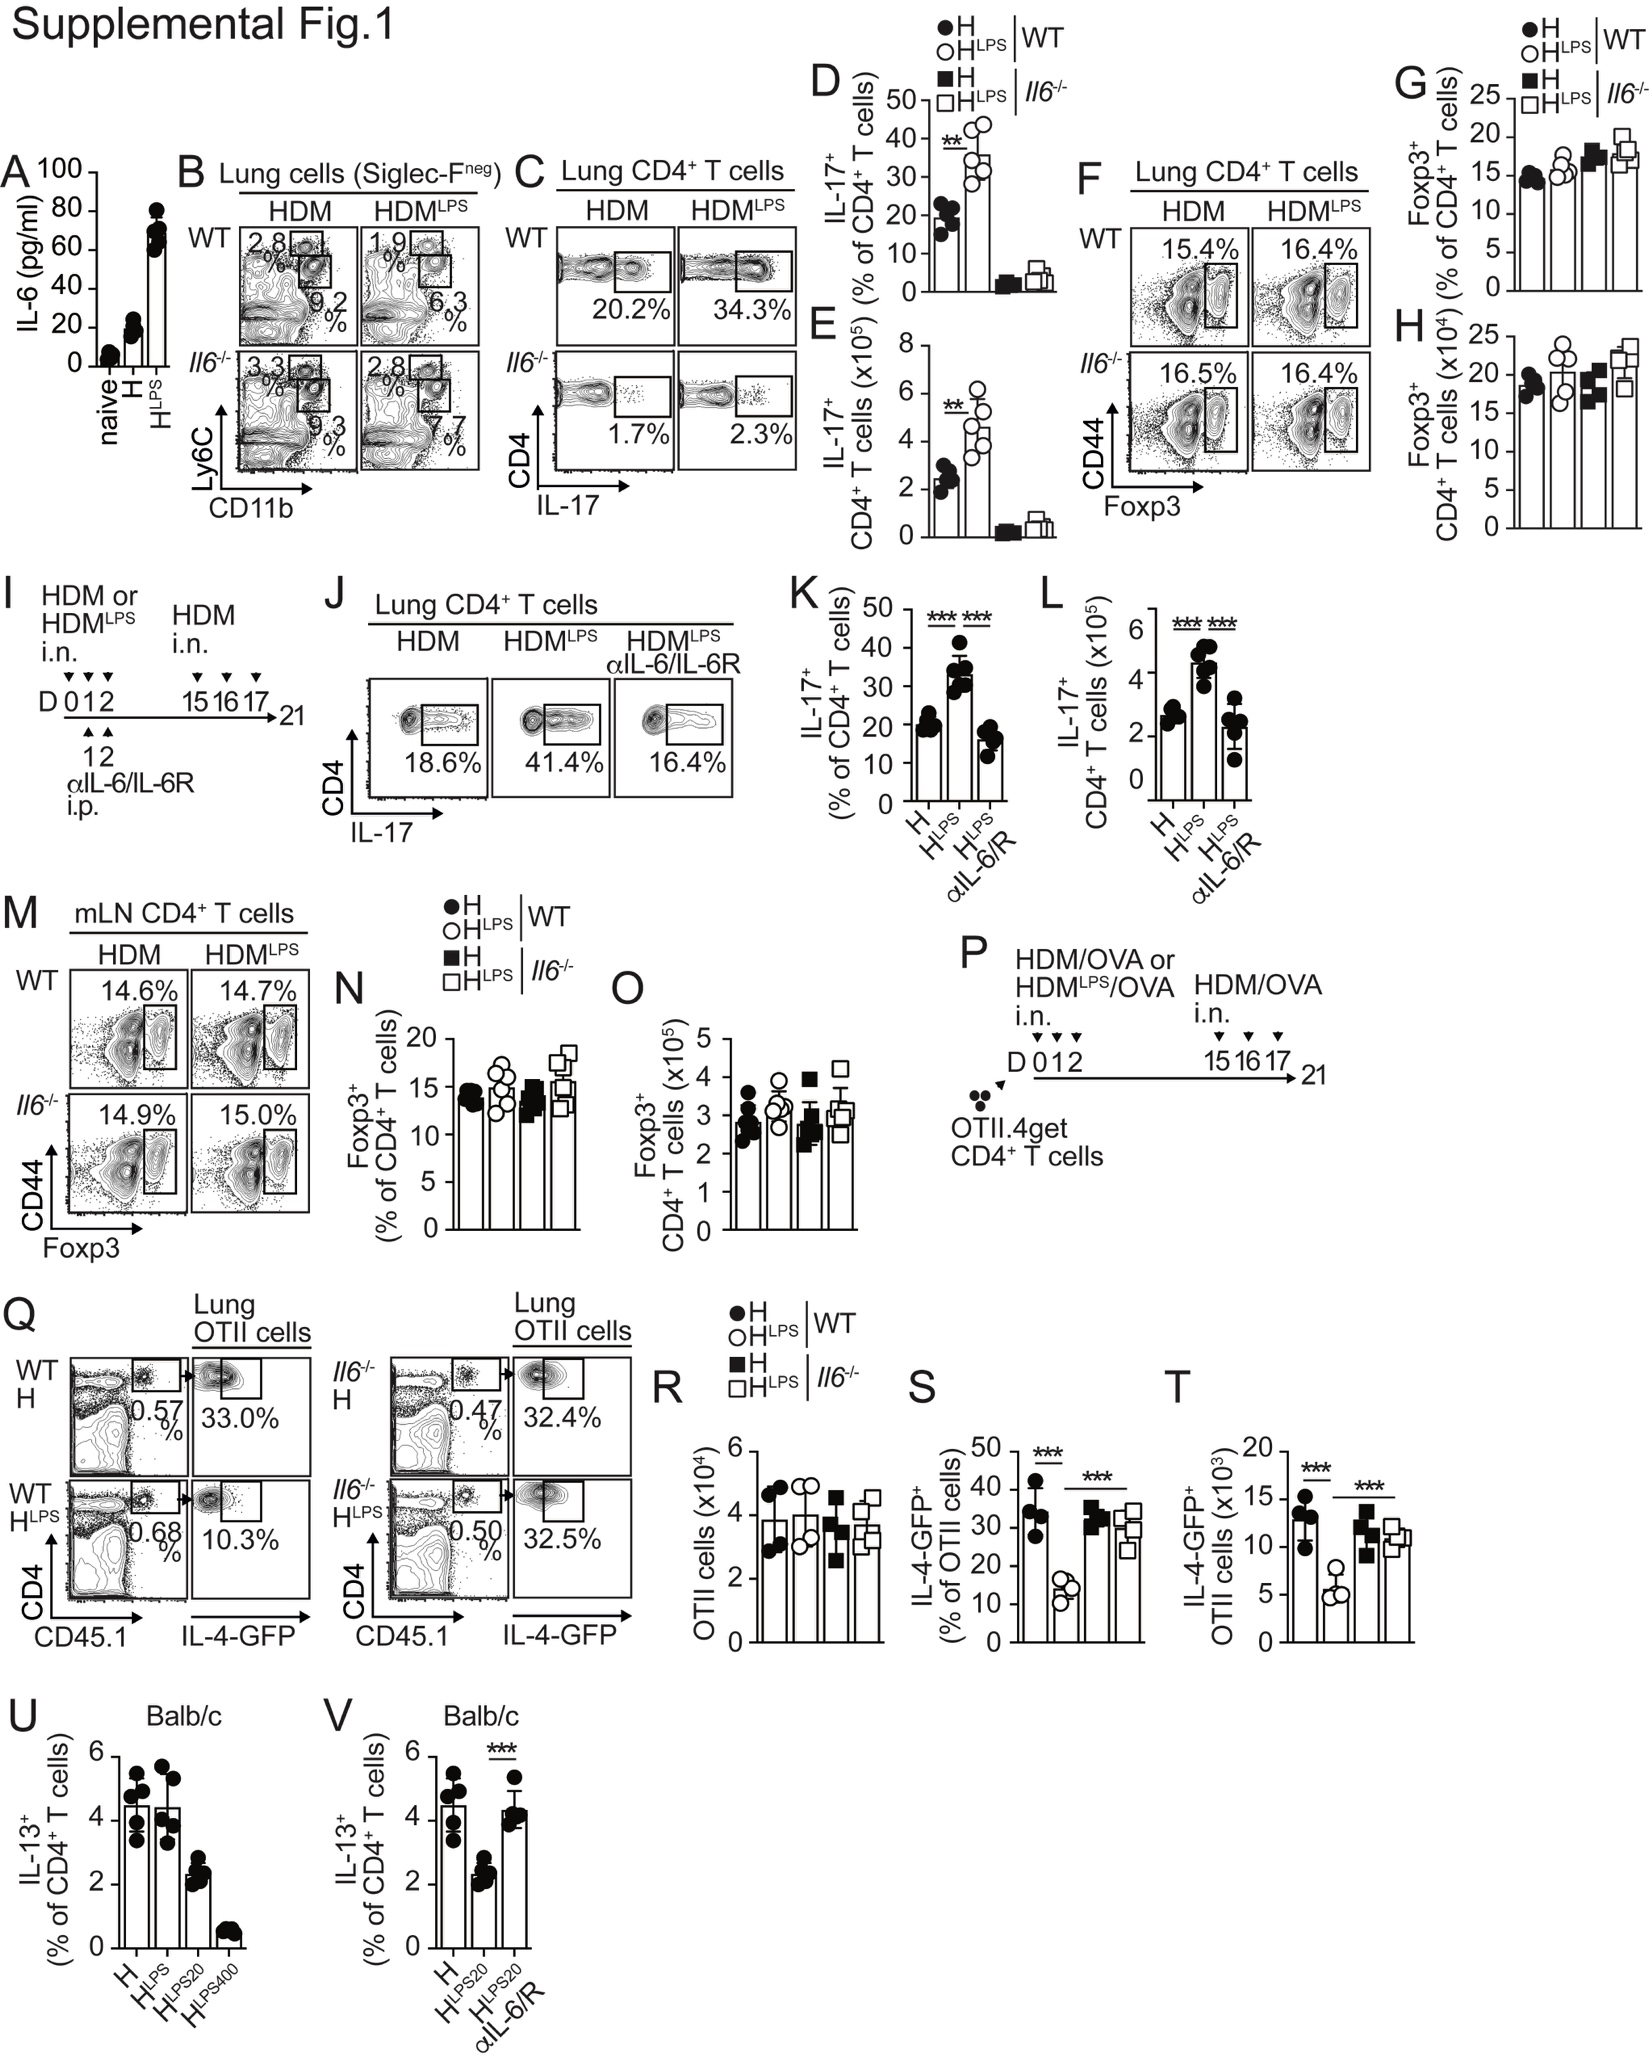
**

**Fig. S1. IL-6 signaling during allergen sensitization oppositely regulates Th2 and Th17 cell responses to HDM.**

(**A**) IL-6 in BAL from untreated or HDM- or HDM^LPS^-treated B6 mice analyzed on day 1. (**B-H**) B6 (WT) and *Il6^-/-^* mice were i.n. sensitized with HDM or HDM^LPS^ and challenged with HDM. Frequencies of CD11b^int^Ly6C^hi^ monocytes and CD11b^hi^Ly6C^int^ neutrophils in the lungs (**B**). Frequencies (**C-D**) and numbers (**E**) of IL-17^+^ CD4^+^ T cells in the lungs. Frequencies (**F-G**) and numbers (**H**) of Foxp3^+^ CD4^+^ T cells in the lungs. (**I-L**) B6 mice were i.n. sensitized with HDM or HDM^LPS^. Some mice also received 250µg anti-IL-6 and anti-IL-6R (i.p.). On day 15, mice were i.n challenged with HDM and analyzed on day 21 (**I**). Frequencies (**J-K**) and numbers (**L**) of IL-17^+^ CD4^+^ T cells in the lungs. (**M-O**) Frequencies (**M-N**) and numbers (**O**) of Foxp3^+^ CD4^+^ T cells in the mLNs on day 5 after sensitization. (**P-T**) Mice were transferred with OTII.4get cells, i.n sensitized with HDM or HDM^LPS^ + OVA, and challenged with HDM+OVA (**P**). Frequencies and numbers of total (**Q-R**) and IL-4-GFP^+^ (**Q, S-T**) OTII cells in the lung. (**U-V**) BALB/c mice were i.n sensitized with 100μg HDM containing different amount of LPS (HDM^LPS^: 1μg LPS/mg, HDM^LPS20^: 20μg LPS/mg, HDM^LPS400^: 400μg LPS/mg). Some mice also received 250µg anti-IL-6 and anti-IL-6R (i.p.). Mice were then challenged with HDM. Frequencies of IL-13^+^ CD4^+^ T cells in the lungs. Data are representative of at least three independent experiments (mean±S.D., n=4-6, two-way and one-way Anova).

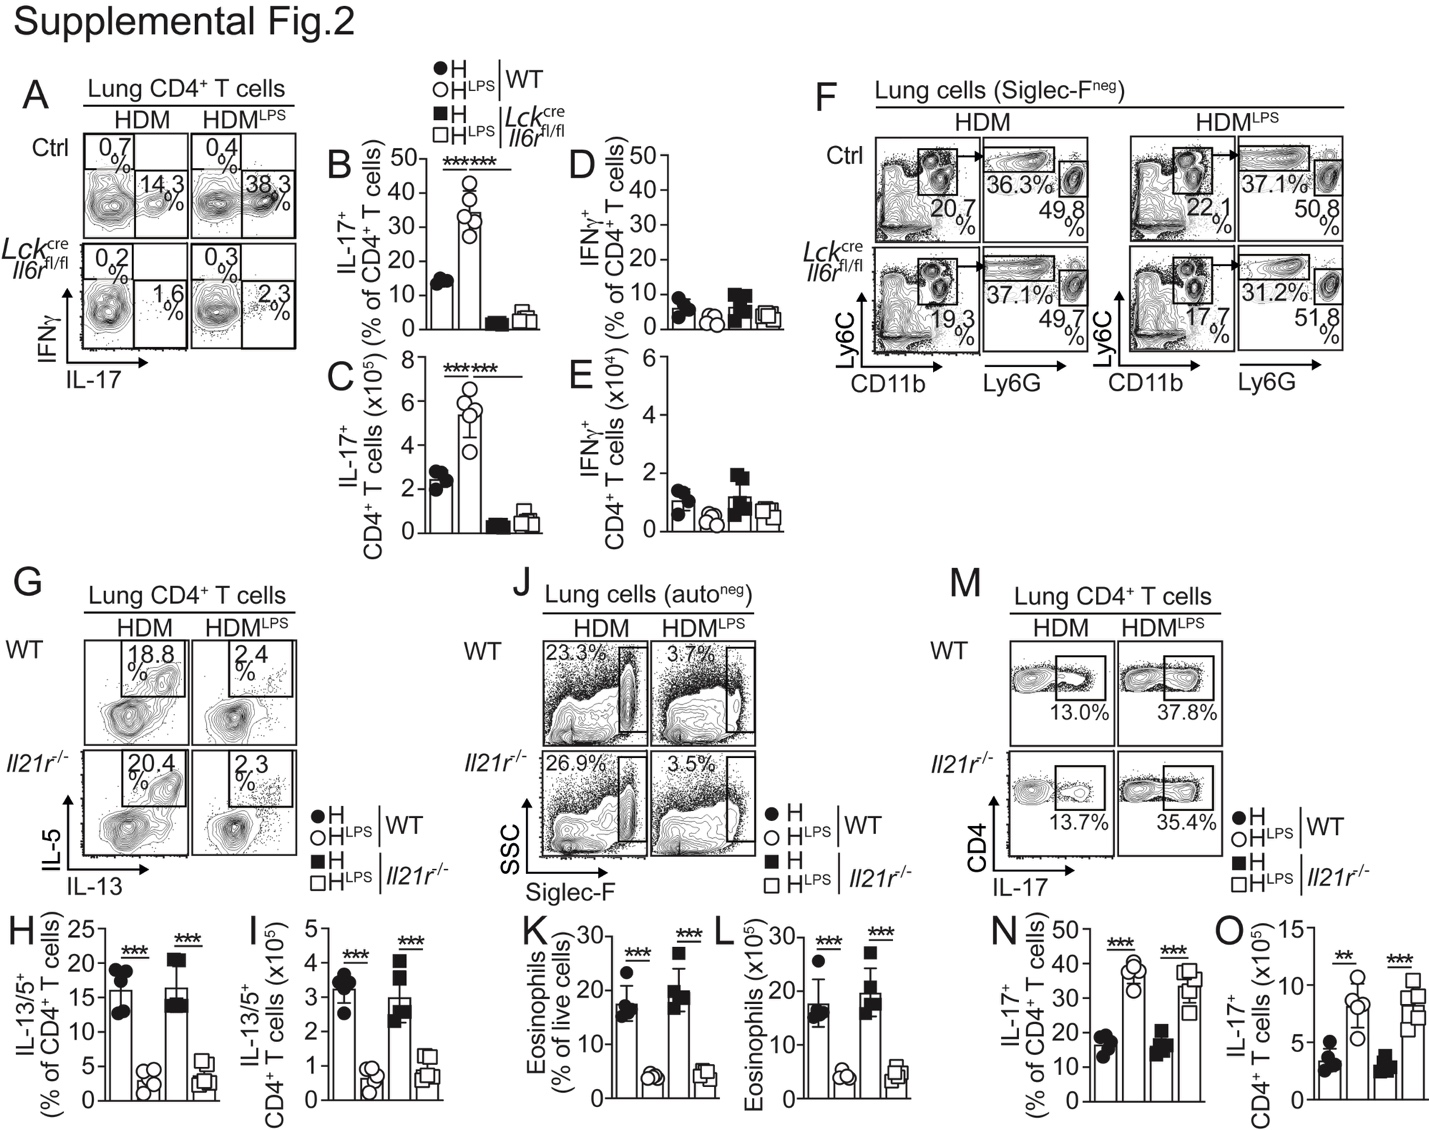

**Fig. S2. IL-21 signaling does not affect allergen-specific Th2 cell-mediated immunity.**

(**A-F**) *Lck^cre^-Il6r^fl/fl^* and control mice were i.n. sensitized with HDM or HDM^LPS^ and challenged with HDM. Frequencies and numbers of IL-17^+^ (**A-C**) and IFNγ^+^ (**A, D-E**) CD4^+^ T cells in the lung. Frequencies of CD11b^int^Ly6C^hi^Ly6G^lo^ monocytes and CD11b^hi^Ly6C^int^Ly6G^hi^ neutrophils in the lungs (**F**). (**G-O**) B6 (WT) and *Il21r^-/-^* mice were i.n. sensitized with HDM or HDM^LPS^ and challenged with HDM. Frequencies (**G-H**) and numbers (**I**) of IL-13^+^IL-5^+^ CD4^+^ T cells in the lungs. Frequencies (**J-K**) and numbers (**L**) of eosinophils in the lungs. Frequencies (**M-N**) and numbers (**O**) of IL-17^+^ CD4^+^ T cells in the lungs. Data are representative of two independent experiments (mean±S.D., n=4-5, two-way Anova).

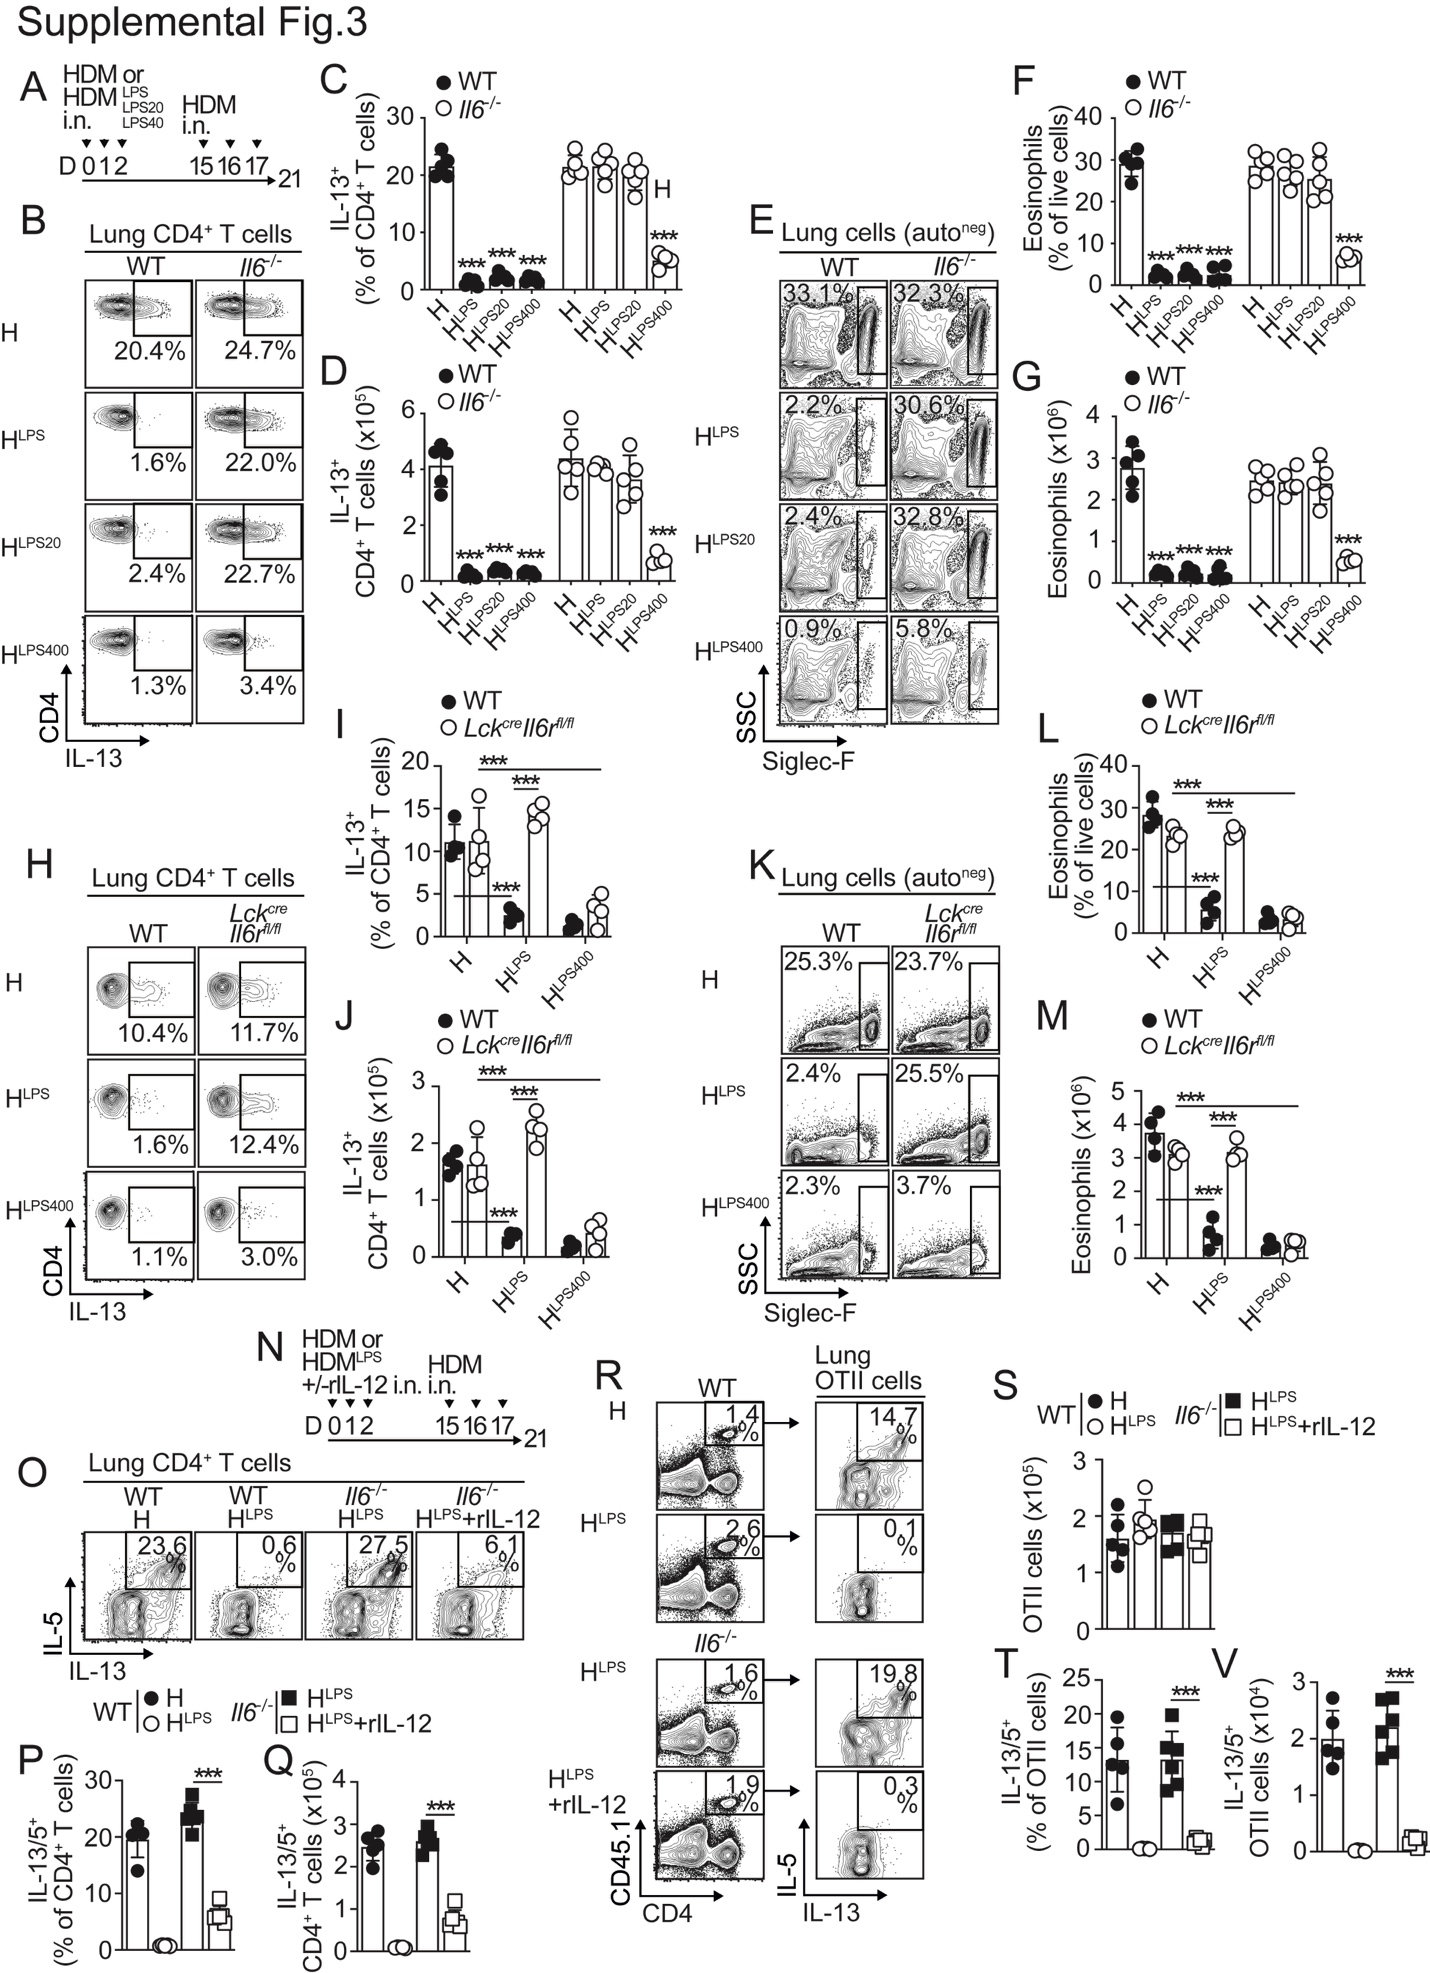

**Fig. S3. IL-6 signaling is not required to suppress Th2 cell differentiation in the presence of high LPS or IL-12.**

(**A-G**) WT and *Il6^-/-^* mice were i.n sensitized with 100μg HDM containing different amount of LPS (HDM^LPS^: 1μg LPS/mg, HDM^LPS20^: 20μg LPS/mg, HDM^LPS400^: 400μg LPS/mg). Mice were then challenged with HDM (**A**). Frequencies (**B-C**) and numbers (**D**) of IL-13^+^ CD4^+^ T cells in the lungs. Frequencies (**E-F**) and numbers (**G**) of eosinophils in the lungs. (**H-M**) *Lck^cre^-Il6r^fl/fl^* and control mice were i.n. sensitized with containing different amount of LPS (HDM^LPS^: 1μg LPS/mg, HDM^LPS400^: 400μg LPS/mg) and challenged with HDM (**A**). Frequencies (**H-I**) and numbers (**J**) of IL-13^+^ CD4^+^ T cells in the lungs. Frequencies (**K-L**) and numbers (**M**) of eosinophils in the lungs. (**N-Q**) WT and *Il6^-/-^* mice were i.n sensitized with HDM or HDM^LPS^+/-150ng rIL-12 and challenged with HDM (**N**). Frequencies (**O-P**) and numbers (**Q**) of IL-13^+^IL-5^+^ CD4^+^ T cells in the lungs. (**R-V**) WT and *Il6^-/-^* mice were transferred with OTII.4get cells, i.n sensitized with HDM+OVA or HDM^LPS^+OVA+/-150ng rIL-12, and i.n. challenged with HDM+OVA. Frequencies and numbers of total (**R-S**) and IL-13^+^IL-5^+^ (**R, T-V**) OTII cells in the lung. Data are representative of two independent experiments (mean±S.D., n=4-5, one-way Anova).

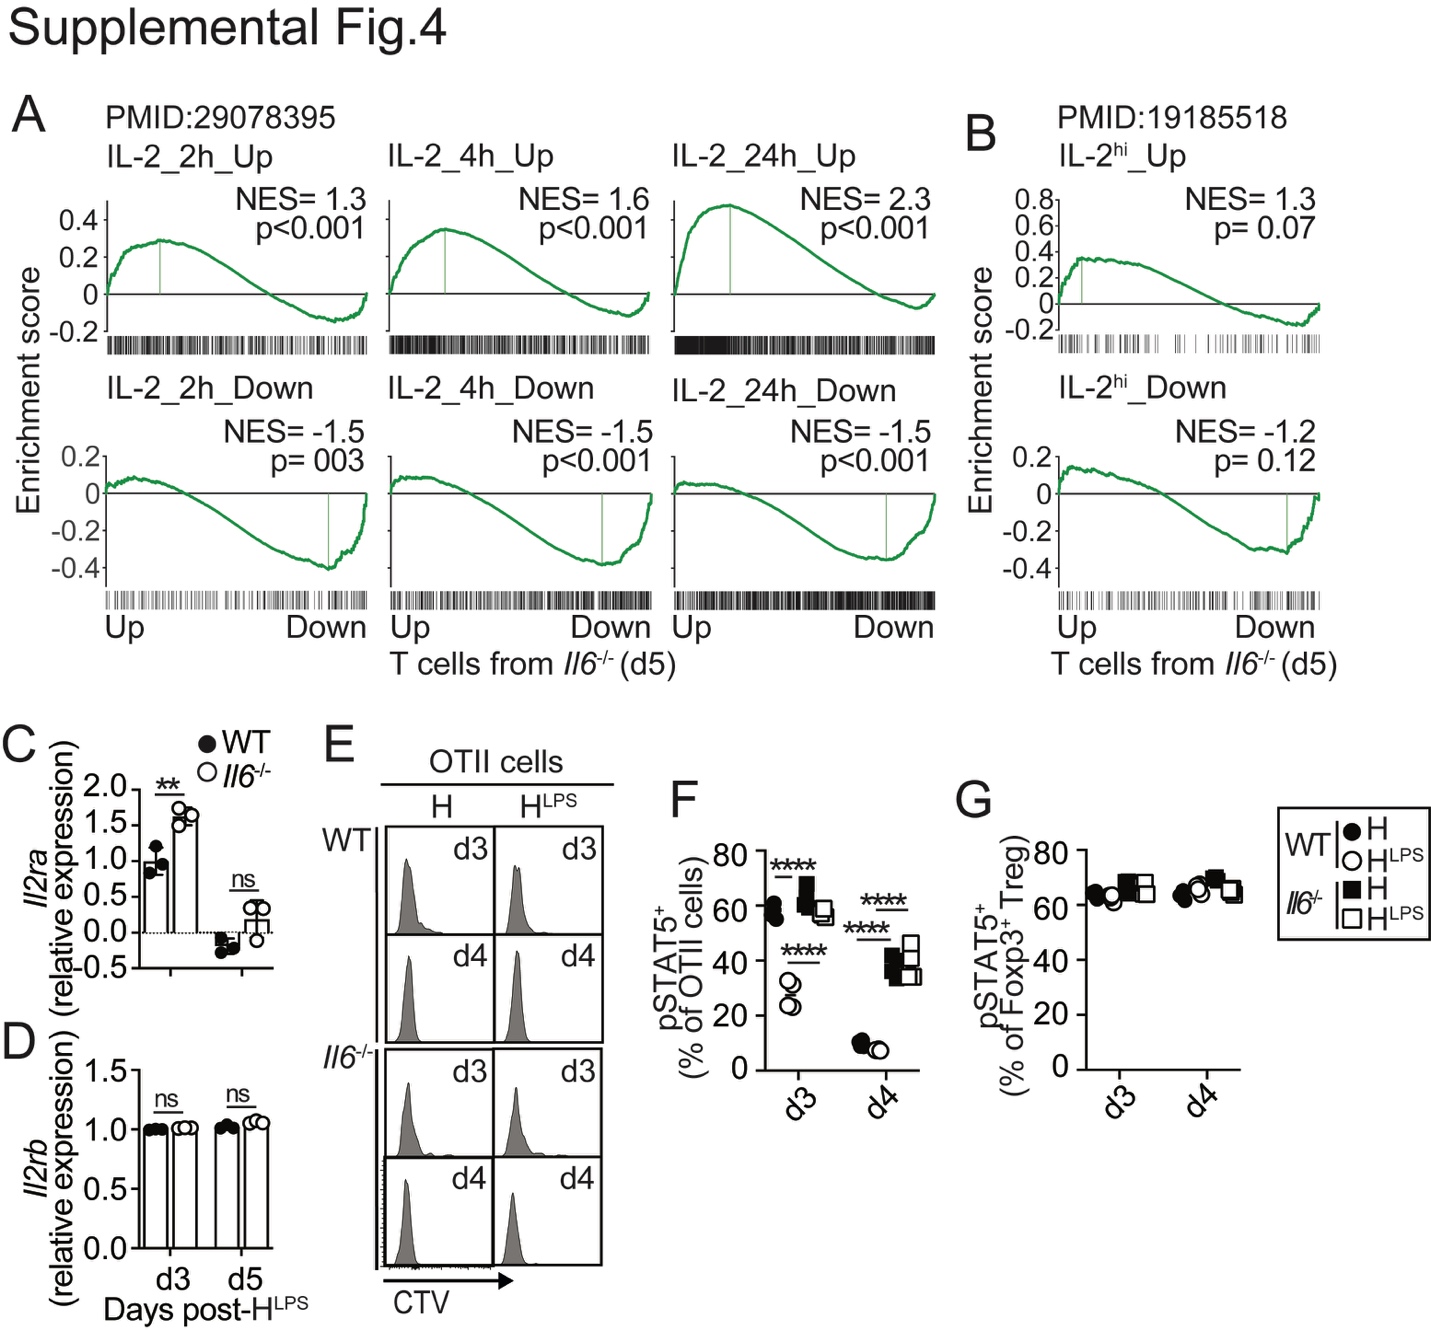

**Fig. S4. IL-6 signaling in responder T cells prevents prolonged IL-2 responsiveness.**

(**A-B**) WT and *Il6^-/-^* mice were transferred with OTII cells and i.n sensitized with HDM^LPS^+OVA. On day 5, OTII cells were sorted from mLN and RNA-seq was performed (three replicates). 

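On Day 5, 155 genes passed an FDR of 0.05 with at least a 2-fold change, 44 higher and 111 lower in OTII cells primed in *Il6*-/- recipients (edgeR). The copy of the paper's Table S1 used here lists 152 genes for Day 5, of which 43 rise and 109 fall, so no overlap was computed. The libraries of one genotype lay entirely above those of the other for 151 of the 155 genes, against 19.6% of all genes tested and 10% by chance. The count rested on single libraries: it was 73 without replicate 1, 81 without replicate 2 and 299 without replicate 3 of the WT group. Without *Il6*-/- replicate 1 or 2, it was 287 (155 higher and 132 lower) or 82. With replicate number as a block, the count was 217 (90 higher and 127 lower). Genes with a small p among the lower ones included *Tesc*, *Xpa*, *Usp30* and *Rnf166*, with log2FC of −1.49, −1.21, −1.14 and −1.20. Among the higher genes, the smallest p were those of *Il17rb*, *Cish*, *Chdh*, *Smtn* and *Nkg7*. *Il17rb*, a subunit of the IL-25 receptor, rose from 44.0 ± 3.52 to 102 ± 12.1 CPM (log2FC 1.21, SE 0.10, FDR = 3.4e-05). *Chdh* had a log2FC of 1.07, but exons of *Il17rb* overlap those of *Chdh* and *Actr8*. Reads on the shared sequence cannot tell the changes of *Il17rb* and *Chdh* apart. Exon overlaps also make *Xpa*, *Usp30* and *Rnf166* uncertain, with those of *Ncbp1*, *Alkbh2* and *Ctu2*. *Smtn* had a log2FC of 2.00 and *Nkg7*, a gene of cytotoxic granules, one of 1.92 (FDR = 0.0022). The largest fold changes were those of *Erg* and *Il22*. *Erg* was at least 4.95-fold higher in *Il6*-/- recipients (FDR = 0.0077, or 0.056 and 0.051 without replicates 1 and 2 of the WT group). *Il22* was at least 5.17-fold lower in *Il6*-/- recipients (FDR = 0.018). Its FDR was 0.052 without replicate 1 of the WT group and 0.055 and 0.058 without replicates 2 and 3 of the *Il6*-/- group.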

156 differentially expressed genes, with 43 up- and 113 down-regulated in OTII from *Il6^-/-^* mice, were identified (FDR <0.05, ≥2 FC. See **Table S1**). GSEA plots showing the enrichment of genes in OTII cells from *Il6^-/-^* versus WT mice for genes regulated by IL-2 (**A**) or by strong IL-2 signaling (**B**). (**C-D**) Expression of *Il2ra* (**C**) and *Il2rb* (**D**) in donor OTII cells from HDM^LPS^-treated WT and *Il6^-/-^* mice on days 3 and 5. (**E-G**) WT and *Il6^-/-^* mice were transferred with CTV-labeled OTII.4get cells and i.n sensitized with HDM or HDM^LPS^ + OVA. CTV profiles in donor OTII cells from mLNs (**E**). Cells from mLNs were stimulated with 1ug/ml rIL-2 for 15 min and STAT5 phosphorylation in OTII (**F**) and Foxp3^+^ CD4^+^ T cells (**G**) was determined. Data are representative of two independent experiments (mean±S.D., n=3-4, two-way Anova).

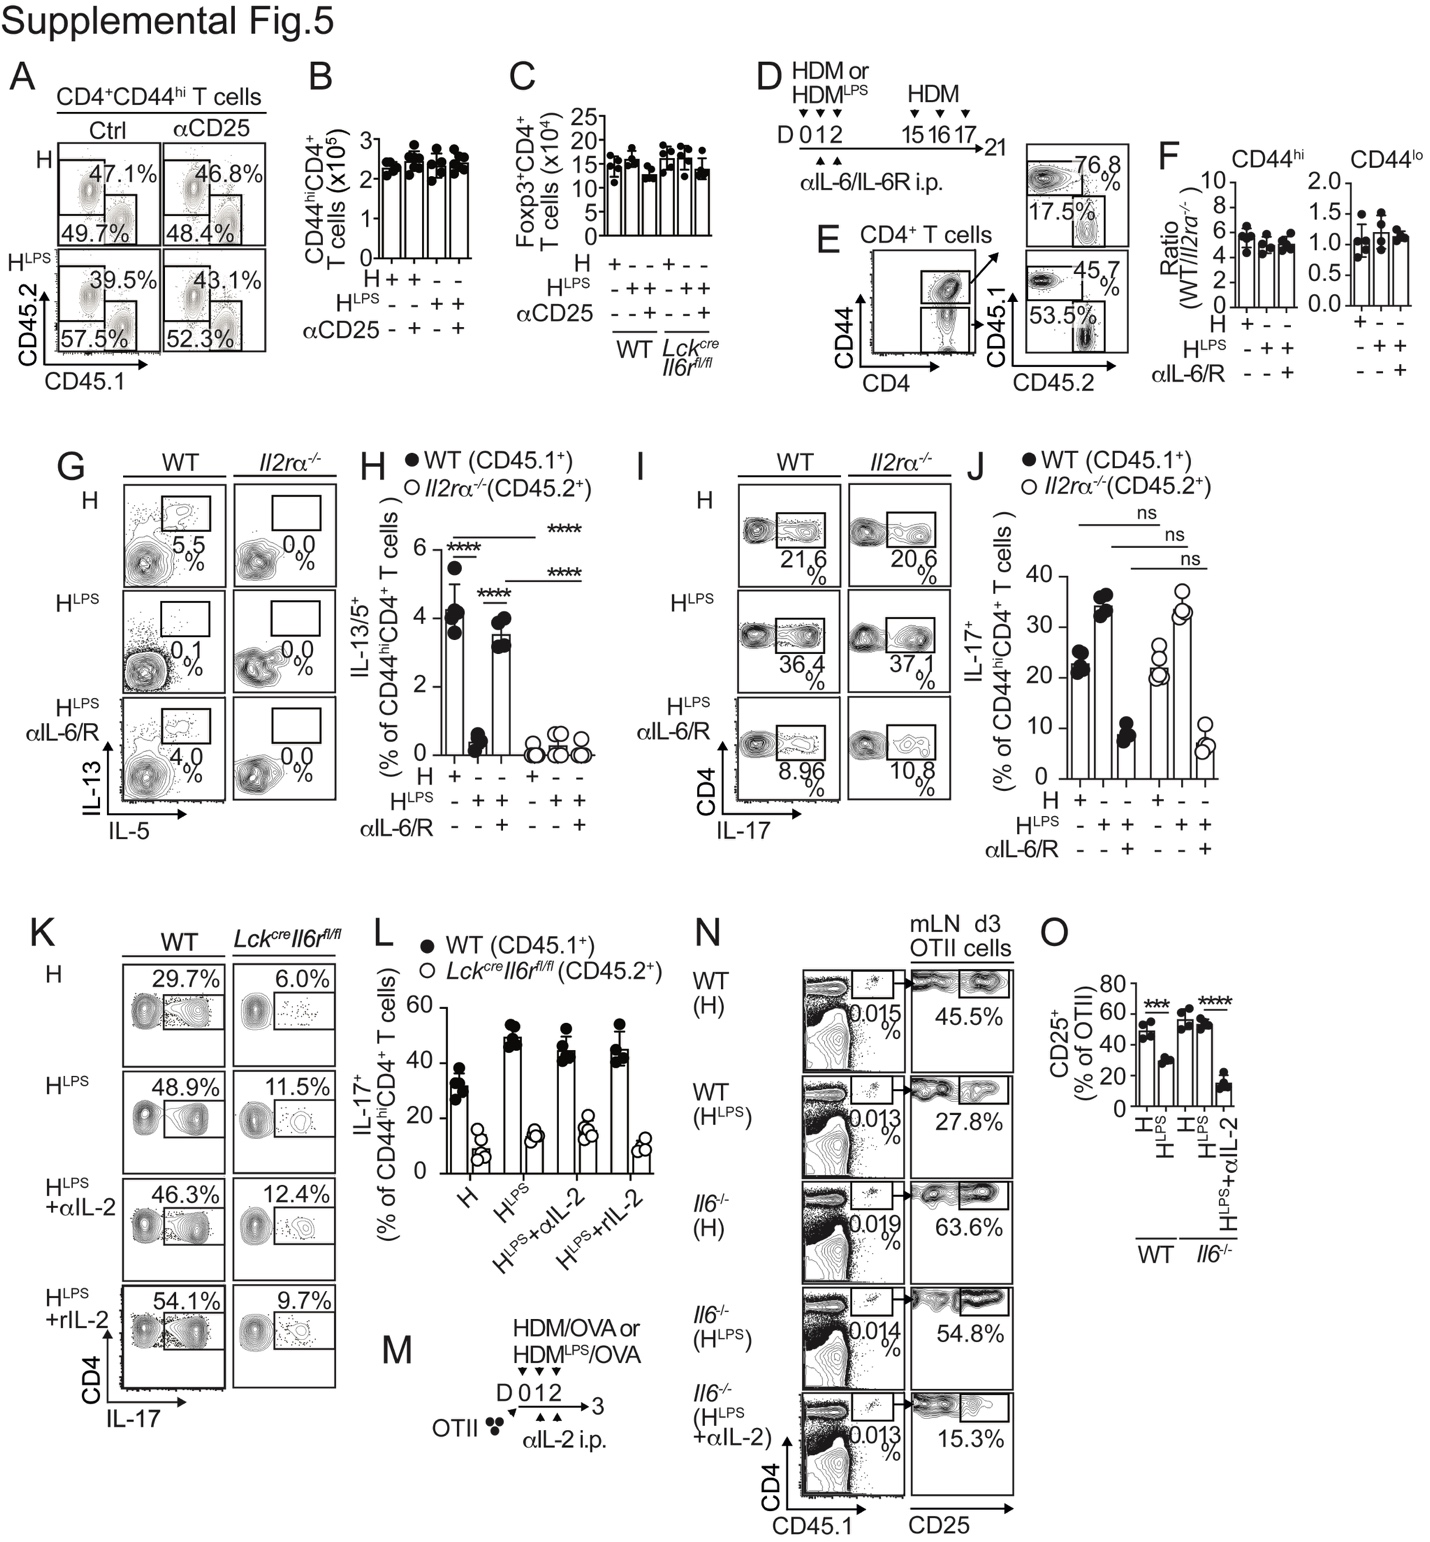

**Fig. S5. IL-2 signaling on allergen-specific T cells does not regulate polarization toward a Th17 profile.**

(**A-C**) WT:*Lck^cre^-Il6r^fl/fl^* chimeras were i.n sensitized with HDM or HDM^LPS^, i.p treated with anti-CD25 or PBS, and i.n challenged with HDM. Frequencies of CD45.1^+^ and CD45.2^+^ cells in CD44^hi^CD4^+^ T cells from the lungs (**A**). Numbers of CD44^hi^CD4^+^ T cells in the lung (**B**). Numbers of Foxp3^+^CD4^+^ T cells in the lung (**C**). (**D-J**) Irradiated B6 (CD45.1^+^) mice were reconstituted with 1:1 BM mix of B6 (CD45.1^+^) and *Il2rα^-/-^* (CD45.2^+^) donors. Chimeras were i.n sensitized with HDM or HDM^LPS^. Some mice also received 250µg anti-IL-6 and anti-IL-6R (i.p.). Mice were then challenged with HDM (**D**). Frequencies of CD45.1^+^ and CD45.2^+^ cells in CD44^hi^ and CD44^lo^ CD4^+^ T cells from the lungs (**E**). Ratio of WT to *Il2rα^-/-^* CD44^hi^ and CD44^lo^ CD4^+^ T cells (**F**). Frequencies of IL-13^+^IL-5^+^ (**G-H**) and IL-17^+^ (**I-J**) cells within the WT and *Il2rα^-/-^* CD44^hi^CD4^+^ T cell compartments in the lungs. (**K-L**) WT:*Lck^cre^-Il6r^fl/fl^* chimeras were i.n sensitized with HDM or HDM^LPS^, i.p treated with anti-IL-2 Abs (JES6-1A12 and S4B6; 250µg each), rIL-2 (60,000U) or PBS, and i.n challenged with HDM. Frequencies of IL-17^+^ cells within the WT and *Lck^cre^-Il6r^fl/fl^* CD44^hi^CD4^+^ T cell compartments in the lungs. (**M-O**) WT and *Il6^-/-^* mice were transferred with OTII.4get cells, i.n treated with HDM or HDM^LPS^ + OVA, and i.p treated with anti-IL-2 Abs or PBS (**M**). Frequencies of total (**N**) and CD25^+^ (**N-O**) OTII cells in the mLN on day 3. Data are representative of two independent experiments (mean±S.D., n=4-5, one-way Anova).

# Supplementary material for: IL-6 prevents Th2 cell polarization by promoting SOCS3-dependent suppression of IL-2 signaling
**Source:** Cell Mol Immunol. 2023 Apr 12;20(6):651–65. doi: 10.1038/s41423-023-01012-1
**Supplement:** Supplementary file 2 — Table S1

**DAY 5**

How the deposited data were processed for this re-analysis (not part of the article)

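RNA-seq was performed by the authors on donor OTII cells primed in WT or *Il6*-/- recipients after sensitization with HDM LPS + OVA and sorted from the mLNs on Day 3 and Day 5, with 3 replicates in each of 4 groups. Libraries were made from ultra-low amounts of poly(A) RNA and sequenced as single-end reads of 50 bp. The authors trimmed the reads with Trim Galore 0.4.4, aligned them to GRCm39 with STAR 2.5.2a and counted them on genes with HTSeq-count 0.6.1p1 without regard to strand. The deposited values for each library are raw, unscaled read counts for 40840 gene symbols, of which 15004 had no count in any library. The authors also deposited a table of 11258 genes whose values are log2 CPM after TMM scaling with a prior count of 0.25. Recomputed from the counts over these genes, the values of the table differed by at most 5.0e-14. Values in the text are CPM or log2 fold changes computed from the raw counts unless stated.

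Between 16125947 and 26111657 reads per library were counted on genes, with a median of 19727354. On Day 3, 60.2% to 62.2% of the reads of a library were counted on genes, and on Day 5, 52.5% to 56.7%. Reads outside genes made up 11.7% to 12.9% on Day 3 and 15.2% to 17.3% on Day 5. Reads that were not unique made up 23.7% to 28.2% over all libraries, and ambiguous reads 1.96% to 2.28%. Neither kind was counted on a gene. The 10 genes with most counts took 7.15% to 7.74% of the counts of a library on Day 3 and 9.59% to 11.8% on Day 5. The TMM factors lay between 0.944 and 1.06. In a principal component analysis of log2 CPM, the first component (61.0% of the variance) parted the days and the second (8.01%) parted the genotypes.

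Gene positions, lengths and GC contents came from GENCODE vM39 on GRCm39, to which 32395 of the gene symbols (79.3%) were matched by symbol or synonym. The authors' own annotation was not used here. Of the genes tested, 12619 (93.0%) had a GC content and a length.

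The counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults on the 4 groups, which left 13570 genes, and library sizes were scaled by TMM. A single quasi-likelihood model of the 12 libraries had 1 coefficient per group, with a median biological coefficient of variation of 0.132 and 7.00 prior degrees of freedom. *Il6*-/- and WT recipients were compared within each day, the change was compared between the days as an interaction, and Day 5 was compared with Day 3 within each genotype. A gene passed at an FDR under 0.05 and a change of at least 2-fold, and in the interaction at an FDR under 0.05. CPM are computed from TMM-scaled library sizes. The list tests used log2 CPM with a prior count of 2. A group whose 3 libraries had at most 3 counts each was taken to be at the floor, and fold changes against it are given as bounds. A single gene's exact permutation test has 20 labelings and a smallest two-sided p of 0.1.

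The genes named in the text follow a rule: the genes the paper names in its RNA-seq results (*Il2ra*, *Il2rb*, *Cish* and *Socs3*), the components of the IL-2 and IL-6 pathways, members of the reported lists, the 5 genes with the smallest p in each direction on each day among those past the threshold whose libraries did not overlap, and the largest fold change in each direction on each day. *Itga7*, and which members of the added lists to name, were chosen after their values were seen, and other genes are named only because their exons overlap those of a named gene.

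The analyses, their alternatives and 17 gene lists were set before the data were examined, but after Table S1 had been read. The lists came from general knowledge of T-cell biology, not from the sets of the studies the paper cites. They are IL-2-induced genes, IL-2-repressed genes, IL-6/STAT3-induced genes, the SOCS family, Th2, Th1 and Tfh genes, type I interferon-induced and interferon gamma-induced genes, markers of B cells, of myeloid and dendritic cells and of lung epithelium, MHC class II genes, proliferation genes, heat shock and immediate early genes, circadian clock genes and sex-linked genes. Lists of NK and CD8 T cell markers and of regulatory T cell markers were added later. Each list was tested with camera of limma 3.58.1 on log2 CPM with an inter-gene correlation of 0.01, beside fry and camera with an estimated correlation. P values of the 17 lists were adjusted over 34 tests for both days and over 17 tests for the interaction, and those of the 2 added lists over their own 4 tests.

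The alternatives were RLE and upper-quartile scaling and no scaling, no low-count filter and a filter of more than 1 CPM in at least 3 libraries, DESeq2 1.42.0, limma-voom, limma-trend on the deposited table with 1 added to the CPM, replicate number within each day as a block, a per-library offset for GC content or gene length (loess with a span of 0.3), the block together with the GC-content offset, the 6 libraries of a day alone, a test against a 2-fold change (glmTreat), no fold-change limit, and each of the 12 libraries left out in turn. For the lists, the genes in no other list and the genes outside Table S1 were tested as well. The restriction to the 11258 genes of the deposited table was added after the data had been seen.

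Whether replicate numbers pair the libraries was checked by correlating the deviations from the group mean between WT and *Il6*-/- libraries of a day. On Day 5, the correlations of libraries with the same number were 0.243, 0.206 and 0.129, and all pairs with different numbers had negative ones. On Day 3, those with the same number were 0.033, 0.060 and 0.032. Day 5 libraries with the same number thus share variation, and the labels do not say what they share. The steps were tested on simulated data, with negative binomial counts drawn from each gene's mean and dispersion and a 4-fold change placed in 200 genes on Day 3. The test recovered 190 of them (95.0%) and called 5 other genes, and the interaction recovered 172 (86.0%). Of 200 lists without change, a share of 0.01 had a camera p under 0.05 and a share of 0.045 a fry p under 0.05. The simulated genes were drawn independently of each other, so these shares do not carry over to lists whose genes vary together. GSEA and IPA were not run here, and the gene sets behind Fig. 3G-H and Fig. 6B-C were not used here.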

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

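For the results in this part, the tests of library scaling, of myeloid cells and of interferon gamma-induced genes, and every count of splits for a gene list, were chosen only after the result was seen.

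The change between genotypes differed between Day 3 and Day 5 for 668 genes at an FDR of 0.05, 424 with a larger value on Day 3 and 244 with a larger value on Day 5. When the libraries were regrouped within each day, 2 of 100 splits gave as many genes. The other one kept the genotypes apart on both days with the Day 5 labels swapped, and gave 2002 genes. Chance division of the libraries without any genotype difference is thus argued against for the count as a whole. A split that parted the genotypes on Day 3 and mixed them on Day 5 gave 553 genes, so the splits say less about a difference between the days. The day was also a sequencing condition of its own, as Day 5 libraries had fewer reads on genes, but a shift shared by both genotypes of a day cancels in this comparison. The count moved with single libraries: it was 235 without WT replicate 2, 257 without WT replicate 3 and 258 without *Il6*-/- replicate 1 or without *Il6*-/- replicate 2 of Day 3, and 313 and 288 without WT replicates 1 and 2 of Day 5. Against a 2-fold difference, 4 genes passed: *Wnt10a*, *Klrb1c*, *Smtn* and *Itga7*. The share of larger values on Day 3 depended on scaling. Without scaling, the median of all genes in this comparison was −0.10, and 228 of 648 genes had a larger value on Day 3.

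Among the genes named in the text, those flagged by this comparison had differences (Day 3 minus Day 5, log2) of −1.48 for *Socs3*, 1.36 for *Cd86*, 2.70 for *Klrb1c*, 4.32 for *Wnt10a*, 1.19 for *Chchd10* and 0.98 for *Rxra*, each with the larger change on Day 3. *Klrb1c* was lower in *Il6*-/- on Day 5 (log2FC −0.60, FDR = 0.0497), but this FDR was 0.05 or more in 9 of the 12 fits that each left out 1 library (up to 0.14 without *Il6*-/- replicate 2 of Day 5) and in 5 of 13 other settings (up to 0.066, without scaling). The larger change was also on Day 3 for *Syt11* (−0.85), *Irf7* (−1.30), *Susd3* (−0.89), *Slfn5* (−1.58) and *Tox2* (−1.52). Genes with the larger change on Day 5 were *Il17rb* (−0.85), *Chdh* (−0.72), *Smtn* (−2.79), *Xpa* (0.90) and *Usp30* (1.33), of which *Smtn* was lower in *Il6*-/- on Day 3 (log2FC −0.79) and higher on Day 5 (2.00). Apart from *Socs3*, which the paper names, they were picked for a small p on 1 of the days, which favors a difference between the days. With each library left out in turn, the FDR was 0.05 or more in 2 of 12 fits for *Cd86* (0.056 without WT replicate 3 of Day 3), 7 for *Chdh* (0.092 without *Il6*-/- replicate 1 of Day 3) and 8 for *Xpa* (0.076 without WT replicate 3 of Day 3). With limma-voom, the FDR of *Xpa* was 0.051, in a range of 0.0038 to 0.051 over its settings. Exons of *Syt11*, *Irf7*, *Il17rb*, *Chdh*, *Xpa* and *Usp30* overlap those of other counted genes. Ambiguous reads were counted for no gene, so an overlap mainly loses reads. As the authors' own annotation was not used here, miscounted reads of a neighbor stay an open technical explanation for these genes. The direction of each difference was the same under every scaling. A change of IL-6-dependent regulation with time was not tested by another experiment.

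For the gene lists, the difference between the days had a median of 0.29 for IL-2-induced, −0.20 for IL-2-repressed, −0.33 for IL-6/STAT3-induced, −0.51 for Tfh, −0.73 for type I interferon-induced and −0.56 for proliferation genes, with adjusted p of 2.6e-04, 0.0054, 0.0054, 9.6e-06, 2.7e-07 and 0.0014. Regrouping gave as small a p in 12, 17, 29, 9, 12 and 35 of 100 splits. For the first 5 of these lists, 11, 11, 11, 8 and 10 of the splits kept the genotypes of Day 3 apart, so in large part they still hold the Day 3 difference. For the proliferation genes, 2 did. Of the 81 splits that kept the genotypes apart on neither day, 0, 5, 14, 0, 1 and 25 gave as small a p. Splits that hold the Day 3 difference thus say little about chance. Splits that mix both days hold neither genotype difference, so they cannot test whether the change is equal on both days. For the IL-2-induced, Tfh and type I interferon-induced lists, such splits rarely reached the real p. For the IL-2-repressed, IL-6/STAT3-induced and proliferation lists they did so in more than 5% of cases. Whether the days differ by chance division thus remains open for each of these lists. With an estimated correlation, the IL-2-induced list alone kept an adjusted p under 0.05 (0.025). With fry, the adjusted p was 0.38 for the proliferation list and at most 0.015 for the others of these lists. Without *Il6*-/- replicate 2 of Day 5, the proliferation list had −0.29 (adjusted p = 0.059). Without *Il6*-/- replicate 1 of Day 3, the IL-6/STAT3-induced list had −0.72, and without *Il6*-/- replicate 2 or WT replicate 3 of Day 5, the IL-2-repressed list had −0.35 or −0.10.

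Type I interferon-induced genes, which the paper does not discuss, were lower in *Il6*-/- recipients on Day 3, with a median log2FC of −1.23 (camera adjusted p = 6.1e-13). Of 24 genes, 21 were lower, 19 of them at an FDR of 0.05 and 21 adjusted over the list alone, and 15 by at least 2-fold. In Table S1, 13 of the 24 are listed, and the others had a median of −0.42. Several technical explanations were tested. Over the scalings, the highest median was −1.23, so scaling is argued against. With the GC-content offset, the adjusted p was 6.4e-13, which argues against GC bias. Fewer myeloid or dendritic cells carried over are argued against by summed CPM: their 10 markers expressed in these libraries, of 15 listed, fell by 7.12 (from 111 ± 5.08 to 104 ± 1.18), while the interferon-induced genes fell by 224 (from 586 ± 48.0 to 362 ± 31.3). The most abundant marker, *Cst3*, had 86.7 ± 2.25 and 84.6 ± 2.26 CPM. A fall shared with interferon gamma-induced genes is argued against by their median of 0.41. As 3 libraries against 3 allow 10 splits, the splits alone leave chance division open. The 19 lower and 0 higher genes at an FDR of 0.05 do not settle it, as genes of this list vary together. The real split gave the smallest p (1 of 10, 1.8e-14), but 9 of the 10 had an unadjusted camera p under 0.05, and the smallest of the others was 2.8e-09. The adjusted p was 3.7e-04 with fry and 0.087 with an estimated correlation. Lower exposure of OTII cells to type I interferon in *Il6*-/- recipients may explain the pattern and was not tested. On Day 5, the median was −0.27 (adjusted p = 0.0021, fry 0.16, estimated correlation 0.42), with 21 of 24 genes lower, and 2 of 10 splits gave as small a p. Without *Il6*-/- replicate 1 of Day 5, the median was −0.40.

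Interferon gamma-induced genes, also outside the paper's discussion, were higher on both days. On Day 3, the median was 0.41 (adjusted p = 0.0011, fry 0.0011, estimated correlation 0.17), and 2 of 10 splits gave as small a p. Of 18 genes, 15 were higher, 7 of them at an FDR of 0.05, where 0 were lower. Adjusted over the list alone, 9 were higher and 2 lower. On Day 5, the median was 0.28 (adjusted p = 2.3e-05, fry 0.0022, estimated correlation 0.093), again with 15 of 18 genes higher, and 1 of 10 splits gave as small a p. At an FDR of 0.05, 4 genes were higher and 1 lower, and adjusted over the list alone 8 and 1. Chance division cannot be told apart with 10 splits on either day, and no other explanation was tested.

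Tfh genes were lower on Day 3, with a median of −0.46 (adjusted p = 1.2e-07, fry 2.2e-04, estimated correlation 0.072). Of 14 genes, 12 were lower, 10 at an FDR of 0.05 and 10 adjusted over the list alone, and 5 belong to another list. The paper lists 6 of them in Table S1, and the others had a median of −0.26. The real split alone of 10 gave as small a p (1.1e-08), although 8 had an unadjusted p under 0.05, so the splits alone leave chance division open. The 10 lower and 0 higher genes at an FDR of 0.05 do not settle it, as genes of this list vary together. A difference in early Tfh commitment was not tested.

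On Day 5, Th2 genes were higher, with a median of 0.64 (adjusted p = 0.0014, fry 0.0017, estimated correlation 0.17). Only 5 of the 12 listed genes passed the filter on low counts, 4 were higher, and 3 of them passed an FDR of 0.05 (4 adjusted over the list alone). Exons of *Il17rb*, which is among them, overlap those of *Chdh* and *Actr8*. The real split was 1 of 10 with as small a p. Th1 genes had a median of 0.70 (adjusted p = 0.034, fry 0.0082, estimated correlation 0.13), with 10 of 15 higher, 2 at an FDR of 0.05 and 5 adjusted over the list alone. Here, 2 of 10 splits gave as small a p. The adjusted p was 0.083 without WT replicate 3 (median 0.49), 0.082 without *Il6*-/- replicate 1 and 0.084 without *Il6*-/- replicate 2 of Day 5. It lay between 0.0082 and 0.13 over the other settings. For both lists, chance division cannot be told apart with 10 splits, and other explanations were not tested.

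All 16 proliferation genes were higher in *Il6*-/- recipients on Day 5, with a median of 0.66 (adjusted p = 1.5e-07). Of these, 2 passed an FDR of 0.05 over all genes and 16 adjusted over the list alone. The adjusted p was 0.087 with fry and 0.35 with an estimated correlation. Without *Il6*-/- replicate 2, the median was 0.36 (adjusted p = 4.2e-05), so this library alone is argued against as the cause, though it accounts for part of the size. With replicate number as a block, the median was 0.63. Each number holds 1 library of each genotype, so the block can hardly move the median, and this value says nothing about handling. Of the 10 splits, 3 gave as small a p, the smallest of the others being 4.4e-16. Proliferation thus varied more along other divisions of the Day 5 libraries than between the genotypes. Chance division cannot be told apart, and a biological difference in cycling was not tested here.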

How the results depend on the processing

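Of the values at a comparison, 274 under other settings and 246 with a library left out kept their direction and their side of the threshold, or for a count stayed within 1.5 times. The direction of the Day 3 changes of *Il2ra*, *Cish* and *Socs3*, and their side of the threshold, were the same under the alternatives run, except that *Il2ra* did not pass the test against a 2-fold change on Day 3. So were those of the IL-2-induced, IL-2-repressed and IL-6/STAT3-induced lists on Day 3. Replicate number as a block changed the calls listed here and, among single genes, those of *Jak1*, *Stat5b*, *Hspa1b*, *Tbx21* and the difference of *Socs1* between the days, and among the other lists that of the circadian clock genes on Day 5. In no case was a cause tested beyond what the construction of an alternative shows.

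With limma-trend on the deposited table, 202 genes passed on Day 3, 103 on Day 5, 1913 between the days in WT and 2319 in *Il6*-/- recipients. Tested against a 2-fold change, which is stricter by construction, 35 passed on Day 3, 1 on Day 5, 4 in the difference between the days, 1180 between the days in WT and 1530 in *Il6*-/- recipients. Without a fold-change limit, the counts were 1861, 626, 7688 and 8211 for Day 3, Day 5 and the time in WT and *Il6*-/- recipients. Without a low-count filter, which left 25836 genes, 259 passed on Day 5 and 1300 in the difference between the days. The latter was 1136 with DESeq2, 1564 with the replicate block and 1515 with the block and the GC-content offset; the cause was not tested. With a library left out, the Day 3 count lay between 257 and 383, that of Day 5 between 73 (without WT replicate 1 of Day 5) and 299 (without WT replicate 3), and that of the difference between the days between 235 (without WT replicate 2 of Day 3) and 943 (without WT replicate 3 of Day 5).

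The share of genes that rise with time depended on scaling: with upper-quartile scaling, the median of all genes was 0.29 in WT and 0.32 in *Il6*-/- recipients, against 0.09 in each with TMM.

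The log2FC of *Il2ra* on Day 5 passed the threshold with DESeq2 (1.09), with the replicate block (1.02) and with the block and the GC-content offset (1.04). It also passed without a low-count filter (1.07), but with a doubtful FDR. With a library left out, it lay between 0.88 and 1.37. For *Il2rb* on Day 5, the libraries of the day alone gave 0.27, no longer past the threshold, and leaving out a library gave 0.25 to 0.35. *Socs3* on Day 5 lay between −0.96 and −0.71. The IL-2-induced list on Day 5 passed with fry (0.17). The IL-2-repressed list on Day 5 no longer passed with an estimated correlation (−0.16) or over genes in no other list (−0.16), and lay between −0.21 and −0.11 with a library left out. In the difference between the days, the IL-2-repressed list did not pass with an estimated correlation (−0.20) or over genes in no other list (−0.20), and neither did the IL-6/STAT3-induced list (−0.33 and −0.066). Spearman's rho between the days was 0.0796 without a low-count filter, 0.221 with a filter of more than 1 CPM, 0.231 with limma-trend and 0.236 with the 11258 genes of the deposited table, a setting chosen after seeing the data. With a library left out, it lay between 0.159 and 0.203. The cause was not tested.

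Results close to 0 changed sign, and the cause was not tested. With a GC-content offset alone or with the block, *Stat5a* on Day 3 had 0.022 and 0.021, and the MHC class II list on Day 3 had 0.0068 with the offset. The heat shock list on Day 3 had 0.082 with the block and 0.12 with the block and the offset. The B cell list on Day 5 had 0.028 with a gene-length offset and 0.20 with the 11258 genes, and the Tfh list on Day 5 had 0.0050 over genes in no other list. With a library left out, ranges that crossed 0 were −0.0024 to 0.33 for the difference of *Cish* between the days, −0.036 to 0.67 for *Il2*, −0.054 to 0.0098 for *Il2rg* and −0.068 to 0.0068 for *Stat5a* on Day 3. For lists on Day 3, they were −0.14 to 0.26 (MHC class II), −0.24 to 4.09 (lung epithelium), −0.16 to 0.25 (heat shock) and −0.094 to 0.48 (circadian). On Day 5, they were −0.13 to 0.16 (SOCS), −0.18 to 0.042 (Tfh), −0.16 to 0.13 (B cell), −0.11 to 0.19 (MHC class II), −1.09 to 0.52 (lung epithelium) and −0.15 to 0.036 (sex-linked).

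Among single genes and other lists, 43 further values were weaker and 53 stronger under other settings, and 98 were weaker and 25 stronger with a library left out. The list tests were not run without a low-count filter or against a 2-fold change. The caution that goes with 3 replicates is greater for *Il2*, *Sftpc*, *Il22* and *Erg*, whose groups include libraries with few or no counts. Whether depth limits these genes was not tested.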

Differences from the paper's values

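None of the counts of differentially expressed genes differed from the paper's by more than 1.5 times: 372 genes were found on Day 3 against the paper's 317, and 155 on Day 5 against the paper's 156, with 44 higher and 111 lower against the paper's 43 and 113. Of the paper's 317 genes, 19 did not pass here. All 317 passed, and no other gene did, when the 11258 genes of the deposited table were tested, a setting chosen after seeing the values. With that setting, 152 genes passed on Day 5, which is the number of genes in the copy of Table S1 used here.

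The paper states that *Il2rb* did not differ. Its log2FC was 0.12 (FDR = 0.33) on Day 3 and 0.28 (FDR = 0.037) on Day 5. With the Day 5 libraries alone, the FDR was 0.18, and 9 of the 12 fits that each left out 1 library gave 0.05 or more.

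The paper states that *Il2ra* was highly expressed in OTII cells from *Il6*-/- recipients on Day 3 and not on Day 5. Its log2FC was 1.59 on Day 3 and 1.06 on Day 5 (FDR = 0.084), and the difference between the days had an FDR of 0.53. On Day 5, *Il2ra* did not pass the threshold, as the paper states, but did so with DESeq2 (FDR = 0.045), without a low-count filter (3.6e-08), with the replicate block (0.0089) and with the block and the GC-content offset (0.0085). The FDR without a filter is doubtful, as *Hspa1b* had 1.7e-154 on Day 5 in that fit despite widely spread replicates.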

Other observations

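In this part, the tests of NK and CD8 T cells, of GC content, gene length and a single library for the Day 5 share, of *Sftpc*, of the replicate order of heat shock genes, and every count of splits for a gene list, were chosen only after the result was seen.

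For the count of genes past the threshold on Day 3, 1 of the 10 splits of the 6 libraries gave as many, and the others gave none. On Day 5, it was also 1 of 10, and the largest of the others gave 2 genes. With Day 5 libraries paired by replicate number, 4 of the 10 splits part all 3 pairs as the real one does, and apart from the real one these gave 0 genes. From Day 3 to Day 5, 2996 genes changed in WT recipients (1722 higher and 1274 lower on Day 5) and 3509 in *Il6*-/- recipients (1966 and 1543). For each, 1 of 10 splits gave as many, and the others 0. With 10 splits the share is never under 0.1, so the splits alone leave chance division open. Other values do not settle it for the Day 3 and Day 5 counts. In simulated libraries without a change on Day 5, 0 genes passed, but these genes were drawn independently of each other. The libraries of one genotype lay entirely above those of the other for 36.2% of all genes tested on Day 3 and 19.6% on Day 5. Chance gives 10% on average, but genes that vary together can exceed it, and this share was not computed for the other splits. For the changes with time, day cannot be told apart from anything else in which the libraries of the days differ.

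For the lists on Day 3, the real split was the 1 of 10 with as small a p for the IL-2-induced, IL-2-repressed and IL-6/STAT3-induced genes. Yet 10, 7 and 10 of the 10 splits had an unadjusted camera p under 0.05, as genes of these lists vary together. The real p were 2.3e-08, 9.9e-08 and 7.0e-11, and the smallest of the others 2.7e-04, 0.0015 and 1.3e-04. On Day 5, the real split was also the 1 of 10 for the IL-2-repressed and IL-6/STAT3-induced genes. The splits alone leave chance division open for these lists. Counts of single genes do not settle it, as genes of a list vary together. On Day 3, at an FDR of 0.05, 17 of the 36 IL-2-induced genes were higher and 0 lower. Of the 13 IL-2-repressed genes, 10 were lower and 1 higher, and of the 14 IL-6/STAT3-induced genes, 10 were lower and 1 higher. On Day 5, 7 of the 14 IL-6/STAT3-induced genes were lower and 0 higher, but only 3 of the 13 IL-2-repressed genes were lower.

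A larger share of regulatory T cells among the sorted OTII cells of *Il6*-/- recipients is a possible source of *Il2ra* and other IL-2-induced transcripts. On Day 3, *Foxp3* had 7.60 ± 2.18 CPM in WT and 5.08 ± 1.01 CPM in *Il6*-/- recipients (log2FC −0.58, FDR = 0.31), which argues against it. The regulatory T cell list (13 of 14 genes tested) had a median of 0.04 on Day 3 (adjusted p = 0.91) and 0.36 on Day 5 (0.32), and its most abundant gene had a mean of 539 CPM. Its members moved apart on Day 3, *Nrp1* by 1.11, *Ikzf2* by −0.44 and *Tigit* by −2.80. These values do not test regulation of *Il2ra* by IL-2. For the protein, CD25, the paper reports lower expression on OTII cells of HDM LPS-treated *Il6*-/- recipients given anti-IL-2 (Fig. S5M-O).

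On Day 3, *Tbx21* (log2FC 2.49, FDR = 8.7e-05), *Nkg7* (2.64, FDR = 3.7e-05) and *Cxcr3* (1.17, FDR = 0.0091, or 0.053 without WT replicate 2) were higher in *Il6*-/- recipients. NK or CD8 T cells carried over could bring such transcripts, but they would bring their other abundant ones too. Of 7 such transcripts, the largest rise was 0.298 CPM (*Gzma*), against 19.0 CPM for *Nkg7*. *Cd8b1*, which is not among the 7, had 62.7 ± 5.80 and 74.7 ± 10.1 CPM (log2FC 0.25, FDR = 0.19), at a level in WT that *Cd8a* does not share. *Klre1* had no count in either group and *Cd8a* had 0.835 and 1.04 CPM. *Klrb1c*, which is in the same list, rose with *Nkg7* (log2FC 2.11). Such cells are thus argued against as the whole source. The list had a median of −0.09 on Day 3 (adjusted p = 0.91) and −0.16 on Day 5 (0.48) over 10 of 15 genes, the most abundant at a mean of 67.9 CPM. The Th1 list had a median of 0.66 on Day 3 (adjusted p = 0.071, fry 0.0024, 0.030 without scaling, 0.042 with upper-quartile scaling and 0.049 with the genes of the deposited table). Its adjusted p was under 0.05 in 4 of the 12 fits that each left out 1 library (0.023 without WT replicate 2 of Day 3) and 0.14 without WT replicate 1 of Day 3. Of its genes, 5 are in Table S1.

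Sequence around the *Il6* locus that differs between the recipients could reach the libraries through RNA of recipient cells. Within 10 Mb of *Il6* on chromosome 5, 4 of 152 genes (2.63%) passed on Day 3 or Day 5, against 464 of 12467 elsewhere (3.72%, two-sided Fisher's exact test p = 0.665), which argues against it.

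On Day 5, 28.4% of the genes past the threshold were higher in *Il6*-/- recipients. With the GC-content offset, the share was 33.1%, and with the gene-length offset 34.0%, so neither trend alone removes the imbalance. It was 41.5% with replicate number as a block and 46.4% with the block and the GC-content offset. Without *Il6*-/- replicate 1 of Day 5, 155 genes were higher and 132 lower (54.0% higher), so the imbalance rests on this library. On Day 3, the share was 34.1%. No biological explanation was tested.

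*Sftpc* was higher on Day 3 through 1 library, *Il6*-/- replicate 2. Without it, the FDR was 0.573. Over the 12 libraries, *Sftpc* rose with the summed CPM of 5 other lung epithelium markers (Spearman's rho 0.921, permutation p = 7.0e-05; Pearson's r 0.895, permutation p = 2.8e-04; adjusted over these 2 tests, 1.4e-04 and 2.8e-04). Pearson's r was 0.898 within Day 3, 0.891 within Day 5 and 0.899 without the 2 libraries farthest from the median (WT replicate 1 of Day 5 and *Il6*-/- replicate 2 of Day 3). RNA of lung epithelium in some libraries is consistent with these values. As a list, 6 of 11 lung epithelium markers were tested, with a median of 1.61 on Day 3, or 1.05 with genes at the floor placed at their bound (adjusted p = 0.42), and −0.62 on Day 5 (0.97). Without *Il6*-/- replicate 2, the Day 3 median was −0.24, and without WT replicate 1 of Day 5 the Day 5 median was 0.52.

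Heat shock and immediate early genes had a median of −0.11 on Day 3 (adjusted p = 0.42) and 0.33 on Day 5 (0.062). On Day 5, the adjusted p was under 0.05 in 5 of the 12 fits that each left out 1 library, among them 0.0017 without *Il6*-/- replicate 2 and 0.011 without WT replicate 1 of Day 5, and it was 0.33 without WT replicate 2. It was 0.042 with the block and the GC-content offset and 0.049 with the gene-length offset, and up to 0.64 (estimated correlation) over the other settings. On Day 5, *Hspa1a* had a log2FC of 3.46 (FDR = 0.048) and its paralog *Hspa1b*, with which it can share reads, one of 2.84 (FDR = 0.089). The FDR of *Hspa1a* was 0.05 or more in 8 of the 12 fits that each left out 1 library, up to 0.15 without WT replicate 2. Of the 15 genes of the list, 9 were lowest in replicate 2 in both genotypes, where chance gives 11.1%. Handling shared by libraries with the same number may thus account for part of the variation. With replicate number as a block, *Hspa1a* had an FDR of 0.0022, but each number holds 1 library of each genotype, so this does not decide on handling. Handling that differs between the genotypes was not tested.

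The list comparisons given below had no adjusted p under 0.05 with camera at the main settings. The Th2 list had a median of 0.34 on Day 3 (0.28) and the Tfh list −0.05 on Day 5 (0.34). For the Tfh list, it was 0.047 without WT replicate 1 and 0.62 without WT replicate 2 of Day 5. Markers of B cells had 0.33 on Day 3 (0.75) and −0.05 on Day 5 (0.42), myeloid and dendritic cell markers −0.21 (0.28) and 0.39 (0.33; 0.74 and 0.026 without WT replicate 3 of Day 5, 0.16 and 0.95 without WT replicate 2), and MHC class II genes −0.04 (0.62) and 0.05 (0.62). Proliferation genes had 0.11 on Day 3 (0.48), circadian clock genes 0.26 (0.69) and −0.23 (0.062), and sex-linked genes −0.20 (0.14, fry 0.043) and −0.13 (0.57). Some settings brought the circadian list on Day 5 under 0.05. Among them were no scaling (0.038), the GC-content offset (0.043) and leaving out *Il6*-/- replicate 1 of Day 5 (0.025). This list had 0.11 with fry and 0.41 with an estimated correlation. The sex-linked list on Day 3 had 0.043 with the GC-content offset and 0.34 with an estimated correlation.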
